# KIF20A/MKLP2 regulates the division modes of neural progenitor cells during cortical development

**DOI:** 10.1038/s41467-018-05152-1

**Published:** 2018-07-13

**Authors:** Anqi Geng, Runxiang Qiu, Kiyohito Murai, Jiancheng Liu, Xiwei Wu, Heying Zhang, Henry Farhoodi, Nam Duong, Meisheng Jiang, Jiing-kuan Yee, Walter Tsark, Qiang Lu

## Abstract

Balanced symmetric and asymmetric divisions of neural progenitor cells (NPCs) are crucial for brain development, but the underlying mechanisms are not fully understood. Here we report that mitotic kinesin KIF20A/MKLP2 interacts with RGS3 and plays a crucial role in controlling the division modes of NPCs during cortical neurogenesis. Knockdown of KIF20A in NPCs causes dislocation of RGS3 from the intercellular bridge (ICB), impairs the function of Ephrin-B–RGS cell fate signaling complex, and leads to a transition from proliferative to differentiative divisions. Germline and inducible knockout of KIF20A causes a loss of progenitor cells and neurons and results in thinner cortex and ventriculomegaly. Interestingly, loss of function of KIF20A induces early cell cycle exit and precocious neuronal differentiation without causing substantial cytokinesis defect or apoptosis. Our results identify a RGS–KIF20A axis in the regulation of cell division and suggest a potential link of the ICB to regulation of cell fate determination.

## Abstract (web summary)

The division of neural progenitors is closely regulated but how is unclear. Here, the authors show that mitotic kinesin KIF20A/MKLP2 interacts with a regulator of G protein signaling RGS3 in neural progenitor cells, dislodging it from the intercellular bridge of dividing cortical cells.

## Introduction

During brain development, neural progenitor cells (NPCs) have to maintain a tight control on the balance between proliferation and differentiation, so that desired neural cell types (including neurons, glia, and other cells) can be produced in an appropriate order and with the correct numbers. The regulation of such a fate decision in NPCs manifests in the form of symmetric (self-renewal) versus asymmetric (differentiation) cell divisions. Symmetric cell division expands the NPC pool, whereas asymmetric cell division allows NPCs to simultaneously maintain the progenitor pool and generate cellular diversity. The mechanisms that govern the mode of cell divisions (symmetric versus asymmetric) have been studied extensively in the nervous systems of *Drosophila* and *Caenorhabditis elegans*^1–4^ and the knowledge gained from invertebrate studies has provided a framework to understand how symmetric and asymmetric cell divisions might be regulated in the mammalian systems. Consequently, homologs of many of the invertebrate genes implicated in regulation of symmetric versus asymmetric cell divisions were tested for a similar role as cell fate regulators in the mammalian brains. However, the mammalian studies have so far yielded contradicting results. For examples, knockout of Numb and Numbl was initially reported to compromise the maintenance of NPCs in the cortex^5,6^, but it was later found to induce hyperproliferation of NPCs as well as impaired neuronal differentiation^7^, or to cause delamination and displacement of apical radial glial cells (RGCs) into basal regions of the ventricular zone (VZ), but the progenitor fate was maintained^8^. Knockout of LGN/GPSM2, a modulator of G protein signaling, caused randomization of mitotic spindle orientation and ectopic distribution of the apical NPCs in the cortex, but did not have an obvious impact on proliferative versus neurogenic divisions^9,10^. Protein phosphatase PP4c was found to regulate spindle orientation and inhibit neurogenesis in one study^11^ and was shown to promote neurogenesis and suppress NPC proliferation in another study^12^. These divergent results indicated that the actual process by which symmetric versus asymmetric cell division occurs in mammalian brains and the regulatory protein network of the process remain to be further explored^13,14^. The complexity of mammalian cells highlights the importance of identifying additional cell fate determinants crucial for regulating proliferative versus differentiative cell divisions, particularly those factors that work in close association with the cell division machinery.

We have previously shown that a regulator of G protein signaling (RGS) motif-mediated Ephrin-B reverse signaling pathway^15^ and the Gα signaling pathway work together to regulate self-renewal and differentiation of NPCs during cortical neurogenesis^16–18^. RGS domain functions as a GTPase activating protein and links transmembrane receptor Ephrin-B to inhibition of Gαi and Gαo subunits. In the developing cortex, the Ephrin-B/RGS reverse signaling is required for the maintenance of NPCs^16,17^, while Gα signaling functions to activate neurogenesis^18^, and the balance between the two signaling pathways regulates the decision of NPCs to stay as a progenitor or to become a neuron^18^. In an earlier experiment, we found that in utero electroporation (IUE)-mediated knockdown of Ephrin-B1 or its cytoplasmic binding protein PDZ-RGS3 (RGS3 isoform 1) in the mouse cortex could induce early neuronal differentiation within 24 h of cell transfection^16^. This fast onset of knockdown effect prompted us to reason that the Ephrin-B/RGS signaling may be directly linked to cell division machinery, rather than modulating the outcome of NPC division via an indirect route, for example, through transcriptional regulation of downstream cell fate genes. We therefore searched for additional molecules that may interact with RGS3. In this study, we identify the interaction between KIF20A/MKLP2 and RGS3 within the intercellular bridge (ICB) of dividing NPCs. We further present functional data implicating a key role of the RGS–KIF20A axis of interaction in cell fate determination during NPC divisions.

## Results

### KIF20A binds to the RGS domain of RGS3

We screened an embryonic mouse yeast two-hybrid complementary DNA (cDNA) library using both the full-length RGS3 and a C-terminal fragment containing the RGS domain alone as bait. Full-length RGS3 identified a number of preys including α-tubulin and KIF20A (Supplementary Fig. 1) and the RGS domain pulled out KIF20A as the only prey. Because KIF20A was identified as a common candidate binding protein in both screens and it was known to be involved in cytokinesis^19^, we characterized its potential interaction with RGS3 further. Mouse KIF20A is a mitotic kinesin with 887 amino acids. The two-hybrid screens pulled out a fragment of KIF20A from amino acids 625 to 818 (Supplementary Fig. 2a), which we called RGS-binding domain (RBD).

To characterize binding between RGS3 and KIF20A, constructs encoding myc-tagged RGS3 or derivatives and Flag-tagged KIF20A or derivatives were co-transfected into HEK293 cells. The two full-length proteins could co-immunoprecipitate (co-IP) from the transfected cells in reciprocal experiments (Supplementary Fig. 2b and 2c). Immunoprecipitation of RGS3 from embryonic brain lysate could bring down a protein band reactive to KIF20A antibody, suggesting that the two endogenous proteins were able to interact (Supplementary Fig. 2d). The RGS domain was essential for the interaction between RGS3 and KIF20A, because co-IP of the two proteins was impaired when the RGS domain was removed from RGS3 (Supplementary Fig. 2b and 2c). The importance of the RGS and RBD domains for interaction between RGS3 and KIF20A were further confirmed by reciprocal co-IP of the two domains with each other (Supplementary Fig. 2e and 2f). Furthermore, we found that KIF20A could interact with RGS domains of multiple subclasses in addition to that of RGS3 (Supplementary Fig. 2g).

### KIF20A and RGS3 co-localize in the intercellular bridge

We next examined the subcellular localization of RGS3 and KIF20A in intact cells, using an inducible CHP100 cell line for expression of myc-tagged KIF20A based on a Tet-on system. The inducible system was used to help maintain a low level of expression of Myc-KIF20A so as to avoid cellular toxicity associated with over-expression of mitotic kinesins. Expression plasmids of RGS3 or derivatives were transfected into this cell line to assess co-localization with Myc-KIF20A. When Myc-KIF20A expression was induced, anti-myc staining could detect Myc-KIF20A in the mitotic cytoplasm of cells in early mitosis (Supplementary Fig. 3a). In telophase cells, Myc-KIF20A localization was prominent in the ICB/midbody (Supplementary Fig. 3b), consistent with previous studies^19–21^. In cells co-expressing GFP-RGS3 and Myc-KIF20A, green fluorescent protein (GFP) signal overlapped with the subcellular patterns of Myc-KIF20A in early mitotic cytoplasm (Supplementary Fig. 3c) and at the telophase (Supplementary Fig. 3d and 3e). This co-localization was dependent on binding between the two proteins, because the pattern of GFP signal was very different when a mutant GFP-RGS3 fusion protein lacking the RGS domain was co-expressed with Myc-KIF20A (Supplementary Fig. 3f and 3g). Gα subunit and Ephrin-B were known to interact with RGS3. To examine whether they could be localized in the ICB, expression plasmids of yellow fluorescent protein (YFP)-tagged Gα subunit (YFP-Gαi2) or hemagglutinin (HA)-tagged Ephrin-B1 (HA-Ephrin-B1) were transfected into CHP100 cells. YFP-Gαi2 was present in the midbody region of telophase cells (Supplementary Fig. 3h), consistent with a previous report^22^. Similarly, HA-Ephrin-B1 could also be found in the midbody region overlapping with the localization of GFP-RGS3 when the two proteins were co-expressed in transfected cells (Supplementary Fig. 3i).

### KIF20A and RGS3 co-express in cortical NPCs

We next examined expression of KIF20A in relation to RGS3 during embryonic cortical development. RNA in situ hybridizations showed that KIF20A transcript was specifically expressed in the cortical ventricular and subventricular zones (VZ, SVZ) (Fig. 1a) where progenitor cells take residence, similar to the patterns previously observed for Ephrin-B1 and RGS3^15,16^. Anti-KIF20A staining showed that KIF20A protein was detectable in apically localized mitotic progenitor cells during cortical neurogenesis (Fig. 1b), consistent with KIF20A as a prominent mitotic protein. To facilitate examination of the subcellular position of KIF20A in the cortex, an expression plasmid of RFP-KIF20A fusion protein was first introduced into the cortex by IUE. We found that RFP-KIF20A was present, facing the ventricle, within the presumptive intercellular bridge of apically dividing cells at the telophase (Fig. 1c). We next performed a whole-mount staining of the cortex and the resulting en-face view of the ventricular surface confirmed endogenous KIF20A expression in apically localized NPCs (Fig. 1d). To examine whether RGS3 could be present with KIF20A in the ICB of cortical NPCs, we introduced an expression plasmid of mCherry-tagged RGS3 (mCherry-RGS3) into cortical cells, because available RGS3 antibodies could not work well for detecting RGS3 in dividing cells. We found that mCherry-RGS3 and KIF20A showed overlapping patterns in the ICB of telophase NPCs (Fig. 1e). Multiple Gαi and Gαo subunits (RGS3 could target both Gαi and Gαo subfamilies) are expressed in cortical NPCs. Using an available antibody to Gαo2^23^, we found Gαo2 subunit could also be seen in the ICB of dividing progenitor cells (Fig. 1f).

**Fig. 1:**
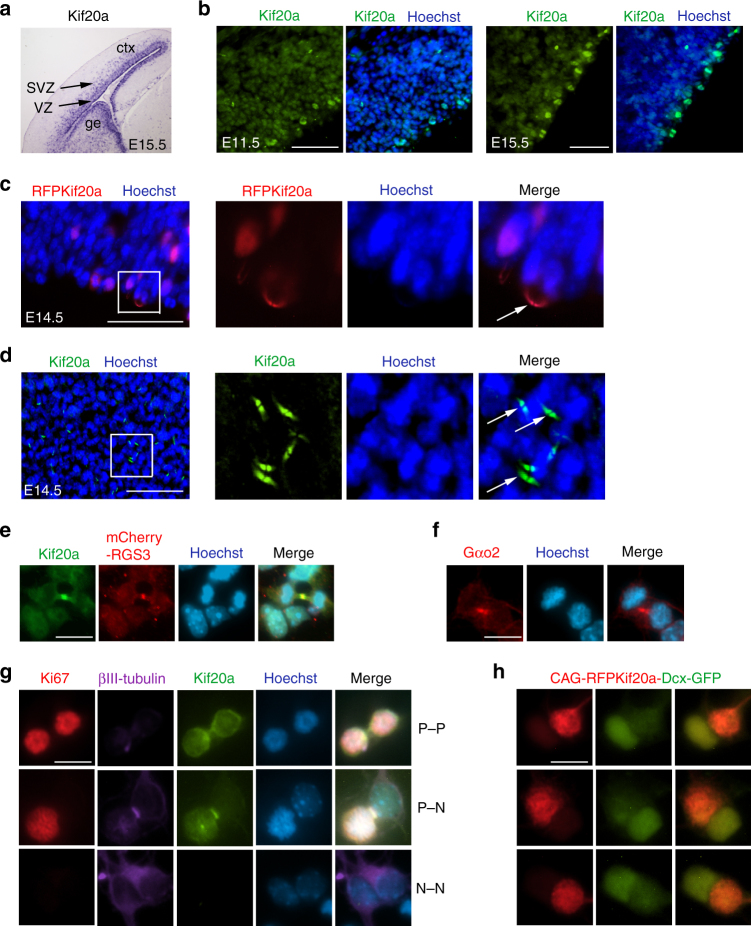
KIF20A, RGS3, and Gα subunit are present in the ICB of mitotic NPCs **a** RNA in situ hybridization revealed KIF20A mRNA in the germinal zone of the cortex where progenitor cells reside, similar to the transcripts of RGS3 and ephrin-B1 observed previously. ctx: cortex, ge: ganglionic eminence, SVZ: subventricular zone, VZ: ventricular zone. **b** Anti-KIF20A staining showed that KIF20A protein is more strongly expressed in apically localized mitotic cells. Scale bar represents 100 μm. **c** Expression of an RFP-KIF20A fusion protein in the cortex revealed its pattern in the presumptive intercellular bridge of apically dividing cells. Scale bar represents 100 μm. **d** En-face view of a whole-mount anti-KIF20A staining with E14.5 cortices revealed that KIF20A was present on the ventricular surface. Scale bar represents 100 μm. **e** In dissociated primary cortical progenitor cells with lentiviral expression of a mCherry-tagged RGS3 fusion protein, mCherry-RGS3 could be found in the midbody area of telophase cells with endogenous KIF20A. Scale bar represents 10 μm. **f** Immunostaining showed that Gαo2 could also be seen present at the midbody region of dividing cortical progenitor cells. Scale bar represents 10 μm. **g** Cells from the E14.5 mouse cortices were cultured for 20 h and stained for KIF20A, Ki67, and β-III-tubulin. Paired cells showing symmetric progenitor–progenitor self-renewal (P–P), asymmetric progenitor–neuron (P–N) differentiation, or symmetric neuron-neuron (N–N) differentiation were documented. KIF20A expression was selectively associated with daughter progenitor cells. Scale bar represents 10 μm. **h** Cortical cells electroporated with a plasmid carrying a CAG promoter-RFP-KIF20A cassette and a DCX promoter-GFP cassette were analyzed after 20 h in culture. In paired cells (showing three examples) with asymmetrical division (with daughter neurons marked by GFP), RFP-KIF20A, and GFP showed complementary patterns of expression. Scale bar represents 10 μm

The post-mitotic midbody ring/remnant (MR), the center structure of the ICB, is either released from the dividing cells or inherited by one of the two daughter cells after membrane abscission^24^. It was reported that MR is associated with progenitor cell regulation^24,25^. We were therefore interested to assess whether KIF20A is present in post-mitotic MR. In cultured CHP100 cells, we found that structures marked by expression of KIF23/MKLP1, which were reminiscent of MR, did not show co-expression of KIF20A (Supplementary Fig. 4a). Similarly, within the cortical ventricular surface, KIF20A and MKLP1 could be seen co-expressed within the intact ICB but not in structures resembling post-mitotic MR (Supplementary Fig. 4b).

### KIF20A is selectively expressed in daughter NPCs

Specific expression of KIF20A in mitotic progenitor cells of the cortex suggested that KIF20A might be important for maintaining a progenitor cell state. To explore this potential function, we first examined how KIF20A is expressed by daughter cells during NPC division using a paired cell assay^26^. Dissociated cells prepared from embryonic day 14.5 (E14.5) cortices were cultured for 20 h and then co-stained for KIF20A and cellular markers. Paired cells were documented for their immunostaining patterns. Our data (Fig. 1g) showed that KIF20A immunoreactivity is selectively associated with daughter progenitors (88%; *N* = 222), but rarely seen in daughter neurons (5%; *N* = 343). Alternatively, we constructed a CAG-RFP-KIF20A-Dcx-GFP plasmid which placed RFP-KIF20A fusion under the control of the CAG promoter and GFP under the control of the doublecortin (Dcx) promoter in the same plasmid. Expression of Dcx-driven GFP could mark the progression of a neuronal fate^27^ and help visualize cell fate specification in daughter cells. We found that, among pairs of cells showing prominent GFP expression in one daughter cell (likely resulted from asymmetric mode of cell divisions), RFP-KIF20A and GFP displayed complementary expression levels (Fig. 1h), suggesting that KIF20A is linked to progenitor fate in daughter cells.

### Knockdown of KIF20A promotes differentiative NPC divisions

We next generated plasmid-based small hairpin RNAs (shRNAs) against both the coding sequence (CDS) and the 3’-untranslated region (UTR) of KIF20A transcript (Supplementary Fig. 5). The shRNA plasmids were delivered into the mouse cortex at E13.5 by IUE and the transfected brains were analyzed at E15.5. We found that in brains electroporated with shKif20a-CDS or shKif20a-3’UTR, more transfected cells translocated from the VZ into the intermediate zone (IZ) and cortical plate (CP) compared with cells expressing a scrambled control shRNA (Fig. 2a), a phenomenon that reflects early neuronal differentiation and subsequent outward migration by the daughter neurons from the VZ to IZ and CP^16,18^. Consistent with activated neuronal differentiation, shKif20a-expressing cells that migrated out earlier into the CP were positive for neuronal marker NeuN (Fig. 2b). The effect of shKif20a-3’UTR could be rescued by co-electroporating with the CDS of KIF20A (Fig. 2a), suggesting this was not due to an off-target effect. Cell cycle exit and re-entry analysis (Fig. 2c) further supported that knockdown of KIF20A induced more progenitor cells to leave the cell cycle. In addition, paired cell analysis using cells derived from the electroporated cortices showed that knocking down KIF20A expression caused more cells to adopt a differentiating fate (Fig. 2d), consistent with the idea of induced differentiation evidenced by cell distribution patterns seen in Fig. 2a.

**Fig. 2:**
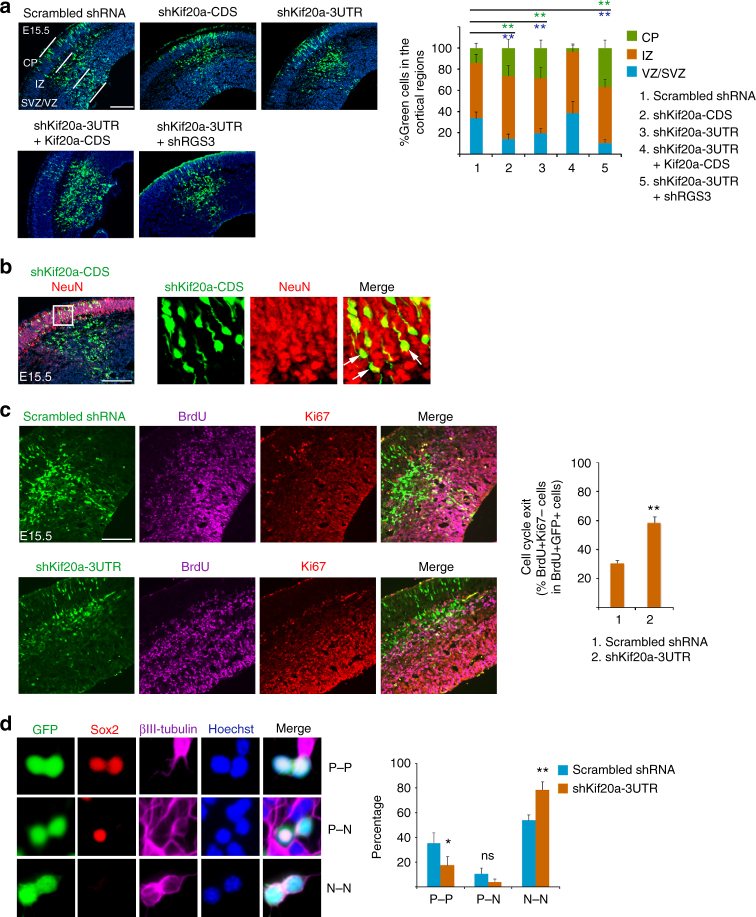
Knockdown of KIF20A causes neuronal differentiation in NPCs. **a** DNA plasmids were introduced into the cortex by IUE at E13.5 and the brains were analyzed at E15.5. The shRNA vector carried a ubiquitin promoter-GFP expression cassette for visualization of transfected cells. Distributions of transfected cells in different radial regions of the cortex were scored (5–8 electroporated brains for each plasmid or combination of plasmids were used for quantification). The symbol ** (in green and blue fonts) indicates *P* < 0.01 with respect to the CP and VZ/SVZ distributions compared to control shRNA. Scale bar represents 100 μm. Error bars represent SD. CP: cortical plate, IZ: intermediate zone, VZ/SVZ: ventricular/subventricular zone, CDS: coding sequence, 3’UTR: 3’ untranslated region. **b** At 2 days after IUE-based electroporation, shKif20a-expressing cells (GFP^+^ cells) in the CP were positive for NeuN, indicating that the cells were neuronal progeny. Arrows indicated examples of GFP^+^NeuN^+^ cells. Scale bar represents 100 μm. **c** DNA plasmids were introduced into the cortex by IUE at E13.5, BrdU was administered at E14.5, and the brains were collected at E15.5. Sections of electroporated brains were co-stained for incorporated BrdU and proliferating marker Ki67. Cell cycle exit index was calculated using the ratio of BrdU^+^Ki67^-^GFP^+^ cells over the total population of BrdU^+^GFP^+^ cells. **P < 0.01 (Student’s *t*-test). Scale bar represents 100 μm. **d** Dissociated cells from cortices electroporated with shKIF20A-3’UTR or control plasmid were cultured for 20 h and co-stained for Sox2 and β-III-tubulin. The percentage of paired cells showing P–P, P–N, and N–N divisions were scored (control shRNA, 451 cell pairs of three experiments; shKIF20A-3’UTR, 368 cell pairs of three experiments). Representative images of paired cells shown here were expressing shKIF20A-3’UTR. *P < 0.05, **P < 0.01 (Student’s *t*-test); ns: not significant. Error bars represent SD

To further examine the effect of KIF20A knockdown on cell fate decisions, we performed live cell imaging on cortical progenitor cells in active divisions. For this experiment, control and KIF20A shRNAs were introduced into cortical cells derived from the Dcx-mRFP transgenic reporter mice^27^, so that emerging neuronal fate of daughter cells could be monitored with mRFP expression. Our results showed that knockdown of KIF20A expression caused a shift in progenitor cells from proliferative cell divisions to differentiative cell divisions (Fig. 3a; Supplementary Movies 1-6), consistent with data obtained from IUE-based assays. Lineage reconstruction from imaged divisions showed that cells expressing the control shRNA were often associated with more cycles of proliferative divisions, while cells expressing shKIF20A displayed more differentiative divisions (Fig. 3b–g). Knockdown of KIF20A in cortical cells did not cause obvious change of apoptosis status in the affected cortical cells (Supplementary Fig. 6). In addition, in all recorded divisions of progenitor cells expressing KIF20A-targeting shRNA, we did not see any obvious failures of cell abscission. These data thus collectively indicated that KIF20A is crucial for the maintenance of progenitor cell state and blocking KIF20A function results in early neuronal differentiation in cortical NPCs.

**Fig. 3:**
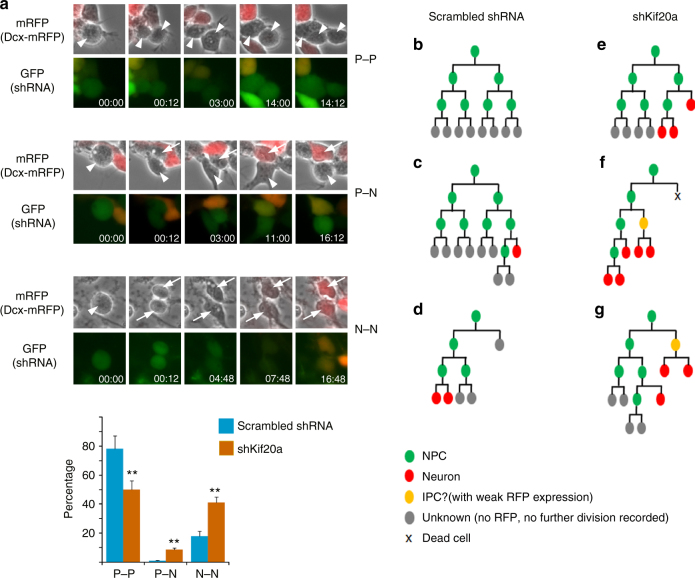
KIF20A is important for the balance between proliferative and differentiative cell divisions. **a** Dissociated cells from the E13.5 cortices of the Dcx-mRFP transgenic reporter mice were infected with lentiviruses for expression of shKif20a or scrambled control shRNA. After culturing for 1 day post infection, shRNA-expressing (GFP positive) progenitor cells were imaged in live culture at intervals of 12 min for 48–72 h. Phase contrast and fluorescent images at indicated time are shown. Appearance of RFP expression in some daughter cells reflected the emerging neuronal fate in these nascent cells. White arrowheads indicated mother and daughter progenitor cells. White arrows indicated daughter cells taking a neuronal fate. Progenitor–progenitor (P–P), progenitor–neuron (P–N), or terminal neuron–neuron (N–N) division modes were scored (in both shKif20a- and scrambled control shRNA-expressing progenitor cells, over 250 cell divisions were counted). Representative images of dividing cells shown here were expressing either the control shRNA (P–P) or shKIF20A-3’UTR (P–N and N–N). **P < 0.01 (Student’s *t-*test). Error bars represent SD. **b**–**g** Representative lineage trees reconstructed from NPCs expressing scrambled control shRNA (**b**–**d**) or shKIF20A-3’UTR (**e**–**g**). NPC: neural progenitor cell, IPC: intermediate progenitor cell

### KIF20A functions in coordination with the Ephrin-B/RGS complex

Previously, we observed that co-expression of Ephrin-B1 and RGS3 could block differentiation, and as a result many transfected cells remained in the area of the subventricular zone (SVZ) and IZ, whereas cells expressing control GFP protein could progressively differentiate and migrate into the CP over 2–4-day period post electroporation^16^ (Fig. 4). These cells showed expression of neural progenitor cell marker nestin but lacked the expression of neuronal marker βIII-tubulin^16^, consistent with impaired neuronal differentiation. We used this phenomenon to ask whether KIF20A acts in association with the Ephrin-B/RGS function. When compared with brains electroporated with a scrambled control shRNA, shKif20a could reverse the inhibition of neuronal differentiation caused by over-expression of Ephrin-B1 and RGS3 (Fig. 4a). We next examined the effect of co-electroporation of shRNAs for KIF20A and RGS3 in the cortex. Our results showed that simultaneous knockdown of KIF20A and RGS3 caused neuronal differentiation and outward migration to the same extent of single knockdown of KIF20A (Fig. 2a), suggesting that KIF20A and Ephrin-B/RGS work in coordination in cell fate determination.

**Fig. 4:**
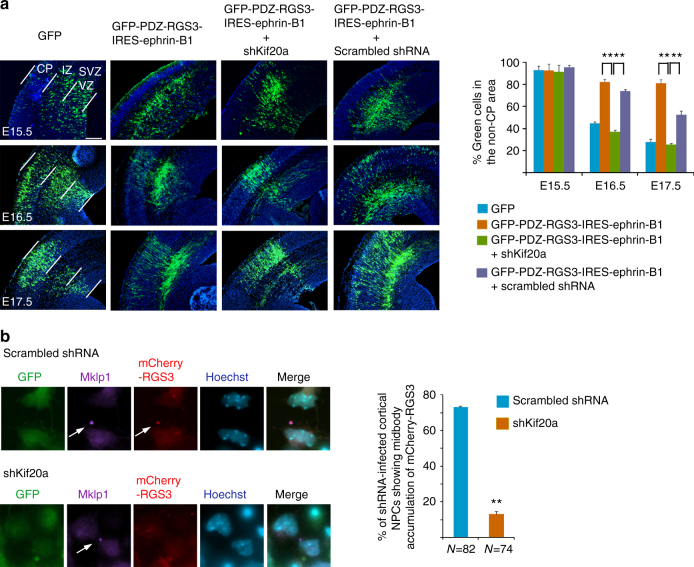
KIF20A works in coordination with the Ephrin-B–RGS complex in NPCs. **a** DNA plasmids were electroporated into the cortex at E13.5 and brains were analyzed at E15.5, E16.5, and E17.5. Distributions of transfected cells in the non-CP regions (IZ, SVZ, and VZ) were scored (5–8 electroporated brains for each plasmid or combination of plasmids were used for quantification). **P < 0.01 comparing rescue by shKif20a to controls. Error bars represent SD. Scale bar represents 100 μm. **b** Dissociated cells from the E13.5 cortices were co-infected with lentiviruses for expression of mCherry-RGS3/scrambled shRNA or mCherry-RGS3/shKif20a. After culturing for 2 days post infection, cells were fixed and stained with anti-KIF23/MKLP1 antibody. Percentage of telophase NPCs (with noticeable midbody localization of MKLP1, indicated by white arrows) showing midbody accumulation of mCherry-RGS3 was scored. **P < 0.01 (Student's *t*-test)

Because interaction with KIF20A was critical for the localization of RGS3 into the ICB in transfected cells (Supplementary Fig. 3e versus 3f), we further examined whether KIF20A could also facilitate localization of RGS3 into the ICB in dividing NPCs. As endogenous RGS3 was hard to detect in telophase NPCs due to poor sensitivity of the available antibodies, we introduced a mCherry-RGS3 fusion protein into cortical NPCs by lentiviral infection and expression. Lentivirus expressing either a scrambled shRNA or a specific shRNA targeting KIF20A was simultaneously introduced to cortical NPCs. Infected NPCs were cultured for 2 days and were then fixed and immunostained for KIF23/MKLP1, a marker of the midbody structure within the ICB. In control NPCs expressing a scrambled shRNA, mCherry-RGS3 was frequently seen associated with the midbody at telophase (Fig. 4b). However, when KIF20A expression was knocked down by KIF20A-targeting shRNA, fewer NPCs at telophase showed obvious accumulation of mCherry-RGS3 at the midbody region (Fig. 4b). These data together suggested that KIF20A and RGS3 function in a linear pathway in cortical NPCs to regulate the outcome of cell division and that the ICB is most likely the site where the RGS–KIF20A complex exerts their function on cell fate specification.

### Germline knockout of *Kif20a* leads to a defect in neurogenesis

To more conclusively understand the function of KIF20A in cortical neurogenesis, we generated both germline and conditional *Kif20a* knockout mice (Supplementary Fig. 7). The homozygous *Kif20a* germline knockout mice displayed noticeable developmental abnormalities. At birth, no viable pups of homozygous *Kif20a* mutants were observed (Fig. 5a). At the mid-stage of cortical neurogenesis (E15.5), *Kif20a* mutant embryos were not recovered with the expected Mendelian ratio (Fig. 5a), indicating embryonic lethality. The surviving mutant embryos showed smaller body (not shown) and brain (Fig. 5b) sizes as well as reduced cortical thickness (Fig. 5c) compared to the wild-type littermates. Staining by βIII-tubulin antibody revealed that the *Kif20a* mutant brains had a thinner neuronal layer in the cortex compared to the same-stage littermates (Fig. 5d). Further examination of cellular markers of NPCs revealed that the *Kif20a* mutants had fewer Pax6^+^ RGCs and Tbr2^+^ intermediate progenitor cells (IPCs) compared to their wild-type littermates (Fig. 5e).

**Fig. 5:**
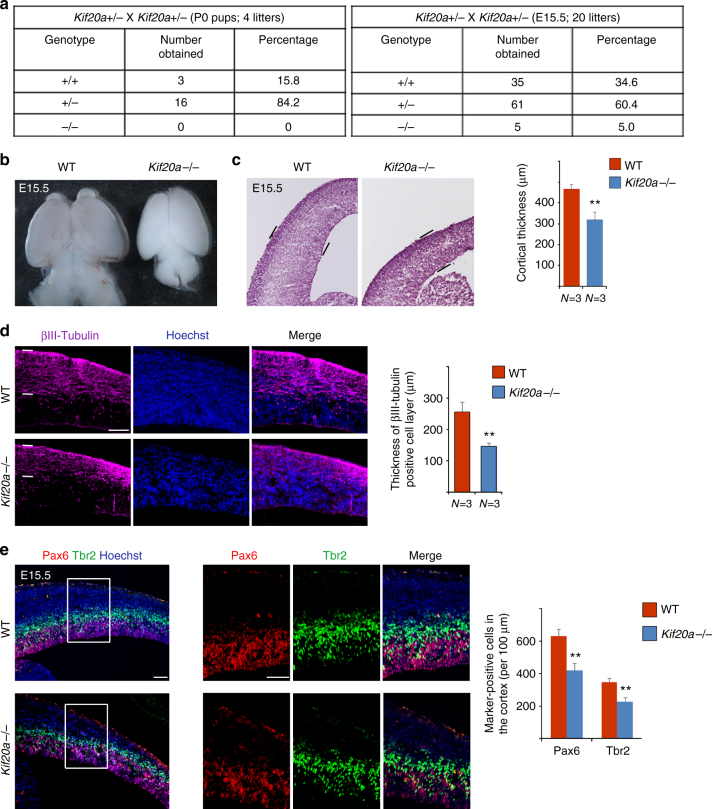
Germline knockout of *Kif20a* causes embryonic lethality and loss of cortical NPCs. **a** Low recovery rate of homozygous *Kif20a* knockout first pups or embryos showed embryonic lethality due to loss of function of KIF20A. **b** At the peak of cortical neurogenesis (E15.5), brains from the surviving *Kif20a* homozygous mutant embryos were smaller than their wild-type littermates. **c** Nissl staining of brain sections revealed thinner cortices of the *Kif20a* homozygous mutant brains at E15.5. **P < 0.01. **d** *Kif20a* homozygous mutant brains had fewer βIII-tubulin^+^ neurons at E15.5. **P < 0.01. Scale bar represents 100 μm. **e** *Kif20a* homozygous mutant brains had fewer Pax6^+^ radial glial cells and fewer Tbr2^+^ intermediate progenitor or basal progenitor cells at E15.5. **P < 0.01. Scale bar represents 100 μm

The loss of cortical NPCs in the *Kif20a* mutants could be a result from the following defects individually or in combination: a defect in NPC production, induced apoptosis, and/or premature differentiation. The first two possible abnormalities would not be much unexpected as KIF20A was reported to be an important regulator of cytokinesis, the defect of which could impact cell proliferation and/or survival. The third possible abnormality was not obviously attributed to a regulator of cytokinesis, but could be inferred from our observed interaction between KIF20A and RGS3. To address these possibilities, we first examined whether loss of function (LOF) of KIF20A would result in cell death in the cortex. Detection of nicked DNA by TUNEL (terminal deoxynucleotidyl transferase dUTP nick end labeling) assay and staining of activated caspase 3 were performed for this purpose. At an earlier stage of cortical neurogenesis (E12.5), there was an increase in the number of cells undergoing apoptosis in the *Kif20a* mutant cortices compared to the wild-type littermates (Fig. 6a, b). As the neurogenesis progresses (E15.5), however, the mutant cortices showed no obvious difference in the level of apoptosis from the wild-type brains (Fig. 6a, b). We next examined whether there might be an increase of multinucleated cells in *Kif20a* mutant brains, which could be an indication of potential defect in cytokinesis. For this purpose, fluorescently labeled Concanavalin A (ConA) was used to help demarcate membrane peripherals of individual cells and nucleic acid stain propidium iodide (PI) was used to mark nuclei (Fig. 6c). At both E12.5 and E15.5 stages, we found no obvious signs of multinucleated cells (more than one nucleus within ConA enclosed periphery) in the proliferating zone of the wild-type or mutant brains (E12.5 data shown in Fig. 6c). To better examine any possible defect of cytokinesis in a quantitative manner, we looked at cell cycle status of cortical NPCs in LOF of KIF20A. To facilitate recovering survival mutant embryos for analyses, we used a line of *Nestin-CreERT2*; *Kif20a*^*fl/fl*^ mice for inducible *Kif20a* knockout. *Nestin-CreERT2* transgene expression was shown to be efficiently activated by tamoxifen in neural stem/progenitor cells^28^, thus allowing inducible Cre-mediated deletion of floxed genes in NPCs. Tamoxifen was administered to pregnant mice at gestation days of E9.5 and E10.5 consecutively, and cortical cells were prepared from the littermate brains collected at E15.5, fixed, and stained with PI. Fluorescence-activated cell sorting (FACS)-based analysis showed that there was no difference in DNA content between the mutant (*Nestin-CreERT2*; *Kif20a*^*fl/fl*^) and wild-type (*Kif20a*^*fl/fl*^) cortical cells (Fig. 6d). Importantly, Cre-mediated inducible knockout of the *Kif20a* gene caused a similar defect of loss of cortical NPCs at E15.5 to what was observed in the E15.5 germline knockouts (Supplementary Fig. 8). These results together suggested that LOF of KIF20A did not cause obvious defect of cytokinesis in NPC divisions or a possible defect of cytokinesis was largely compensated by other factors. Therefore, while the observed early increase in apoptosis could be a contributing factor to the overall loss of NPCs in the *Kif20a* mutant cortices, this factor alone did not appear to be able to fully account for the extent of the loss of cortical NPCs.

**Fig. 6:**
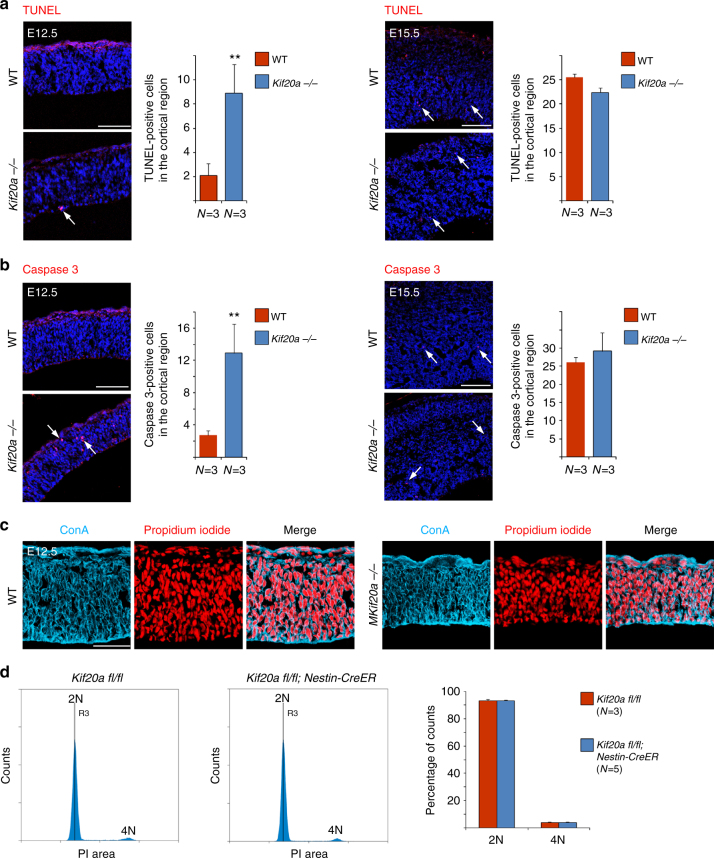
Knockout of *Kif20a* causes a subtle increase in apoptosis without obvious defect in cytokinesis. **a** TUNEL staining for visualizing cells in apoptosis. An increase of numbers of apoptotic cells in the *Kif20a* germline knockout mutant cortices was seen at E12.5. Apoptosis status in the mutant and wild-type cortices appeared comparable at E15.5. Scale bar represents 100 μm. TUNEL-positive cells in the entire cortical region were counted. **P < 0.01. **b** Anti-activated caspase 3 staining for detecting cells in apoptosis. Staining of activated caspase 3 showed a similar trend of apoptosis status in the germline knockout mutant and wild-type cortices to TUNEL staining. Scale bar represents 100 μm. Caspase 3-positive cells in the entire cortical region were counted. **P < 0.01. **c** No obvious bi- or multinucleated cells were seen in the wild-type or *Kif20a* germline knockout mutant cortices. ConA (cyan) and propidium iodide (red) were used for visualizing cell peripherals and nuclei, respectively. Scale bar represents 100 μm. **d** Cell cycle analysis of wild-type and mutant cortical cells. Tamoxifen was administered to *Kif20a* inducible knockout mice at E9.5 and E10.5 consecutively. Littermates of *Nestin-CreERT2*; *KIF20A*^*fl/fl*^ and control *KIF20A*^*fl/fl*^ embryos were collected at E15.5. Cortical cells were examined for their DNA contents by FACS analysis. PI propidium iodide, 2N cells in G1/S phase, 4N cells in G2/M phase or bi-nucleated cells. No obvious difference in DNA content of cortical cells was observed (*P* = 0.73 and 0.93 for 2N and 4N, respectively)

### Knockout of *Kif20a* leads to early cell cycle exit

We next examined whether cell cycle exit and re-entry of cortical NPCs was abnormal in the *Kif20a* mutant brains. For this purpose, 5-bromo-2'-deoxyuridine (BrdU) was administered to pregnant female germline knockout mice at E14.5 and the brains of littermate embryos were collected for analyses 24 h later. At E15.5, a typical 24 h BrdU labeling yielded three ribbons of BrdU^+^ cells (Fig. 7a, wild-type (WT) panel). The most superficial ribbon (R1) represented cells that differentiated shortly after BrdU incorporation followed by outward migration of these newly born daughter neurons. The middle ribbon (R2) represented labeled cells that differentiated after going through an additional cell cycle. The apical ribbon (R3) contained labeled cells at mitosis and they might be poised for another wave of differentiation or re-entry to cell cycle. We noticed that the cortices of homozygous *Kif20a* mutant brains had an apparent thickening of the R2 ribbon but a significant loss of the R3 ribbon, as compared to the wild-type littermate brains (Fig. 7a). The thickening of R2 ribbon in the mutant cortices suggested that during this cell cycle, more labeled cells might have differentiated than those in the wild-type cortices. The loss of R3 ribbon was likely a cumulative result caused by early depletion of the NPC pool during previous cycles of cell divisions. Quantification revealed that there was a higher portion of BrdU^+^Ki67^−^ cells (cells exited the cell cycle) in the BrdU^+^ population of the mutant cortices than that of the wild-type littermate cortices (Fig. 7a), suggesting an early cell cycle exit of the mutant NPCs. Further examination of cell marker expression showed that BrdU^+^Ki67^−^ cells that had migrated into the CP were positive for neuronal marker NeuN (Fig. 7b), suggesting that mutant NPCs, which left the cell cycle earlier, had differentiated into neurons.

**Fig. 7:**
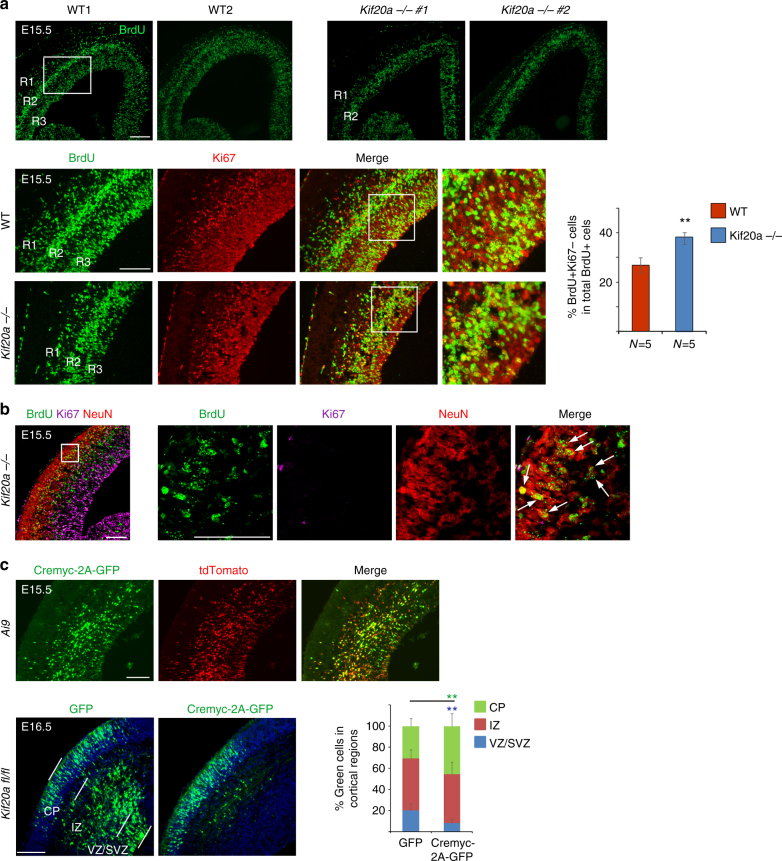
Knockout of *Kif20a* causes early cell cycle exit and precocious neuronal differentiation. **a** BrdU was given to pregnant mouse at E14.5 and embryonic brains were collected 24 h afterwards. R1, R2, and R3 indicated the BrdU-labeled cell ribbons located progressively from superficial regions to apical surface. BrdU^+^Ki67^−^ cells were progenitor cells that had left the cell cycle. More BrdU^+^Ki67^−^ cells in the total population of BrdU^+^ cells were present in the cortices of the *Kif20a* knockout-first embryos. Scale bar represents 100 μm. **P < 0.01. Error bars represent SD. **b** BrdU^+^Ki67^−^ cells that had migrated into the cortical plate in the *Kif20a* knockout-first cortex were positive for NeuN, indicating that these cells had become neurons. Arrows indicated examples of BrdU^+^Ki67^−^NeuN^+^ cells. Scale bar represents 100 μm. **c** In the upper panel, CAG-Cremyc-2A-GFP plasmid was introduced into the cortices of Ai9 (loxP-STOP-loxP-tdTomato) reporter mice at E13.5 by IUE. Electroporated brains were harvested at E15.5 for analysis. Majority of Cre-expressing cells (GFP^+^ cells) were positive for tdTomato expression, suggesting that Cre-mediated recombination was successfully carried out in these cells. In the lower panel, CAG-Cremyc-2A-GFP or control GFP plasmids were introduced into the cortices of *Kif20a*^*fl/fl*^ conditional knockout mice by IUE at E13.5 and the brains were analyzed at E16.5. Distributions of transfected cells in different radial regions of the cortex were scored. Scale bar represents 100 μm. The symbol ** (in green and blue font) indicates *P* < 0.01 with respect to the CP and VZ/SVZ distributions comparing to control GFP. Error bars represent SD. CP: cortical plate, IZ: intermediate zone, VZ/SVZ: ventricular/subventricular zone. Scale bar represents 100 μm

To further evaluate the cell fate function of KIF20A in cortical neurogenesis, we next examined *Kif20a* conditional knockout mice. Because knockdown of KIF20A by specific shRNAs in the cortex caused precocious neuronal differentiation, we reasoned that expression of a Cre enzyme in the cortices of the *Kif20a*^*fl/fl*^ homozygous mice would be expected to induce a similar phenotype. To perform this experiment, we prepared a plasmid CAG-Cremyc-2A-GFP for co-expression of Cre enzyme and GFP under the control of CAG promoter. When electroporated into the cortices of the Ai9 tdTomato reporter mice, this plasmid could lead to Cre-mediated recombination in majority of transfected cells, evident by co-expression of GFP with tdTomato (Fig. 7c, *Ai9* panel). To examine the effect of conditional deletion of the *Kif20a* gene, the CAG-Cremyc-2A-GFP plasmid or a control expression plasmid of CAG-GFP was electroporated into the cortices of *Kif20a*^*fl/fl*^ embryos at E13.5. The transfected brains were then collected for analyses at E16.5. Cre-expression caused more cortical cells to translocate into the IZ and CP than expression of the control GFP alone (Fig. 7c, *Kif20a*^*fl/fl*^ panel), reflecting early differentiation and subsequent outward migration of the transfected cells. Consistent with the idea of activated neuronal differentiation (rather than abnormal NPC displacement), Cre-expressing cells that migrated out earlier into the CP were positive for neuronal marker NeuN (Supplementary Fig. 9a). The induced differentiation due to LOF of KIF20A was further supported by an acute cell culture quantification assay (Supplementary Fig. 9b), in which more Cre-expressing cells derived from electroporated cortices were shown positive for βIII-tubulin compared to GFP-expressing control cells, and fewer of these cells expressed proliferating cell marker Ki67.

### Inducible *Kif20a* knockout leads to a defect in neurogenesis

We next used inducible deletion of the *Kif20a* gene in NPCs to further examine the function of KIF20A in the progression of cortical morphogenesis. Tamoxifen was administered to pregnant mice at gestation days of E9.5 and E10.5 consecutively, and the littermate brains were collected for analyses around birth (E19.5) by Cesarean (C)-section delivery of pups. To facilitate tracking of early-born and late-born neurons, BrdU and 5-ethynyl-2'-deoxyuridine (EdU) were administered to pregnant mice sequentially at E12.5 and E15.5, respectively. At E19.5, the *Nestin-CreERT2*; *Kif20a*^*fl/fl*^ brains appeared to show elongated cortical hemispheres compared to their control *Kif20a*^*fl/fl*^ littermate brains (Fig. 8a). Sections of these brain samples revealed that the *Nestin-CreERT2*; *Kif20a*^*fl/fl*^ brains had thinner cortices and wider ventricles than the *Kif20a*^*fl/fl*^ brains (Fig. 8b), suggesting that elongation of the mutant cortices was due to enlargement of the lateral ventricles. Compared to the control *Kif20a*^*fl/fl*^ brains, the white matter area in the *Nestin-CreERT2*; *Kif20a*^*fl/fl*^ brains had significantly fewer cells present and also displayed apparent tissue disintegration (Fig. 8c, d). Co-staining of BrdU and EdU showed that BrdU^+^EdU^−^ cells (early-born neurons) and BrdU^+^EdU^+^ cells (late-born neurons) in both the *Nestin-CreERT2*; *Kif20a*^*fl/fl*^ and control *Kif20a*^*fl/fl*^ brains were located in respective deep and upper cortical radial domain (Fig. 8c), suggesting that cortical lamination in the mutant brains appeared to be normal. This was further supported by the expression patterns of SOX5 (early-born neuron marker, deep layer) and CUX1 (late-born neuron marker, upper layer) (Fig. 8d). A closer examination of BrdU- and EdU-labeled cells revealed that there were at least two groups of BrdU^+^EdU^−^ cells present in the deep layer vicinity, one group with brighter fluorescent intensity of BrdU and the other with reduced intensity (the latter group likely represented differentiated cells that had diluted its BrdU content due to additional cycles of cell divisions). Noticeably, more BrdU^+^EdU^−^ cells (particularly the group of cells with lighter BrdU staining intensity) were present in the deep layer region of *Nestin-CreERT2*; *Kif20a*^*fl/fl*^ brains than in the *Kif20a*^*fl/fl*^ control brains (Fig. 8c), reflecting early cell cycle exit and precocious neuronal differentiation occurred in the mutant brains. Furthermore, in the *Nestin-CreERT2*; *Kif20a*^*fl/fl*^ brains, there were fewer early-born neurons (SOX5^+^) and late-born neurons (CUX1^+^) compared to the *Kif20a*^*fl/fl*^ control brains, with the late-born neuron numbers more significantly reduced (Fig. 8d). These data suggested that LOF of KIF20A could tip the balance between self-renewal and differentiation in NPCs toward differentiation, leading to a depletion of NPCs and resulting in a severe impairment of cortical neuron production.

**Fig. 8:**
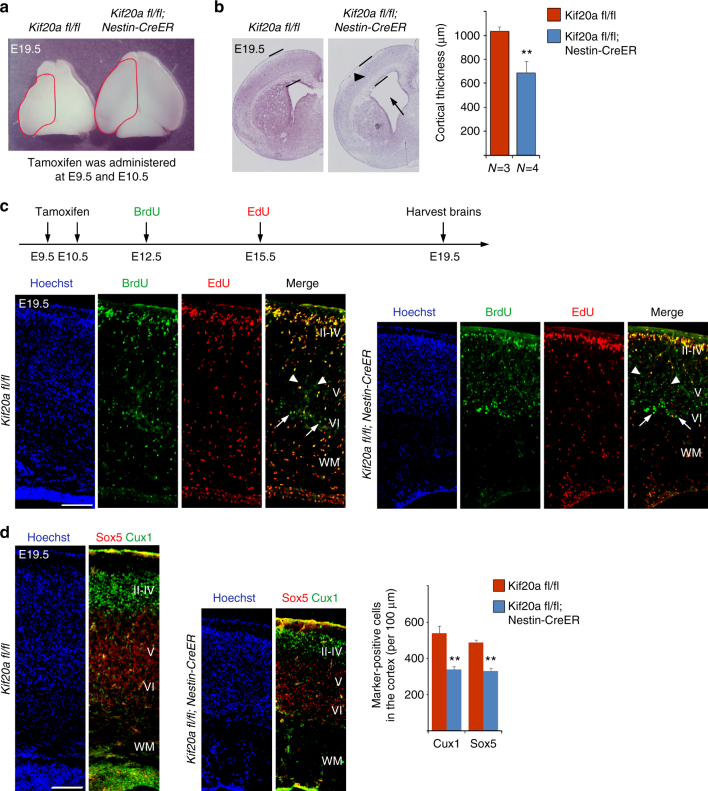
Inducible knockout of *Kif20a* in NPCs causes ventriculomegaly and defect in cortical neuronal production. **a** Tamoxifen was administered to pregnant mice carrying *Nestin-CreERT2*; *KIF20A*^*fl/fl*^ and control *KIF20A*^*fl/fl*^ littermates at E9.5 and E10.5. Pups were delivered by C-section (E19.5). Inducible knockout of *Kif20a* yielded brains with elongated cortical hemispheres. **b** Nissl staining of brain sections revealed thinner cortices (black arrowhead) and dilated ventricles (black arrow) of the *Kif20a* mutant brains. **P < 0.01. Error bars represent SD. **c** BrdU and EdU were sequentially administered at E12.5 and E15.5, respectively. In both *Nestin-CreERT2*; *KIF20A*^*fl/fl*^ mice and control *KIF20A*^*fl/fl*^ mice, BrdU^+^EdU^-^ cells (early-born neurons) and BrdU^+^EdU^+^ cells (late-born neurons) were located in the respective deep and upper layers, suggesting *Kif20a* knockout did not affect cortical lamination. More BrdU^+^EdU^−^ cells could be seen in the deep layers of *Kif20a* mutant brains, reflecting early cell cycle exit due to LOF of KIF20A. Arrows and arrowheads indicated bright and dim BrdU positive cells, respectively. **d** SOX5^+^ and CUX1^+^ cortical neurons in both *Nestin-CreERT2*; *KIF20A*^*fl/fl*^ mice and control *KIF20A*^*fl/fl*^ mice were seen correctly located in deep layers and upper layers, respectively. Neuronal productions, however, were compromised in the cortices of the mutant mice. Scale bar represents 100 μm. **P < 0.01. Error bars represent SD

### LOF of KIF20A leads to changes of gene expression patterns

Using both the germline and inducible *Kif20a* knockout mice, we collected littermates of the E12.5 wild-type and mutant cortices to examine gene expression status of cortical cells due to inactivation of the *Kif20a* gene (for inducible knockouts, tamoxifen was given at E9.5 and E10.5 consecutively). 

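Poly(A) RNA from cortical cells at E12.5 was sequenced in 2 comparisons, each with its own wild-type libraries. The germline comparison held 3 wild-type and 3 knockout libraries. The inducible comparison held 2 wild-type and 3 knockout libraries, from litters given tamoxifen at E9.5 and E10.5. The paper names the tissue cortex, whereas the sample labels name it forebrain. In the germline, or knockout-first, mice a cassette carrying LacZ and a neomycin resistance gene interrupts Kif20a after exon 4. In the inducible mice the cassette has been removed, and CreERT2, a Cre recombinase fused to an estrogen receptor and driven by Nestin, deletes the exons between the loxP sites once tamoxifen is given. The authors aligned reads to mm9 with TopHat, counted each read once per gene on RefSeq exons, and normalized the counts with the trimmed mean of M-values, which equalizes libraries on the assumption that most genes do not change. The deposited values are these normalized counts for 20475 genes per comparison. They are not divided by gene length and not log-transformed. The totals were 13658284, 13880652 and 13870962 in the wild-type and 13340695, 15551274 and 13048716 in the germline knockout libraries. They were 24348693 and 24429826 in the wild-type and 24497307, 24118520 and 24342008 in the inducible knockout libraries. After this normalization a total no longer shows a library's depth, which was estimated instead from the most frequent value near 1 in each library, taken as 1 read. That value lay between 0.729 and 1.50 in the germline wild-type, between 0.887 and 1.18 in the germline knockout, and between 0.921 and 1.07 in the inducible libraries, where a smaller value stands for a deeper library. The estimate is rough, since germline wild-type replicate 2 and knockout replicate 1 hold 1572 and 1256 values above 0 and under 0.3, less than any read. Values were analysed as log2(normalized count + 1), which understates changes of genes with low counts. The 13938 genes of the germline and 14081 genes of the inducible comparison with a mean of at least 10 normalized counts were tested with limma, with each comparison fitted alone. A principal component analysis set germline knockout replicate 2 apart, at 91.2 on a first component that carried 58% of the variance, with the other 5 libraries between -38.4 and 3.84.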

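With thresholds of a 1.5-fold change and an unadjusted P of 0.05 from limma, 93 genes were lower and 289 higher in the germline knockouts. In the inducible knockouts, 69 genes were lower and 113 higher. Without the fold change threshold, 751 germline genes had a P of at most 0.05, where chance alone gives 696.9, and 846 inducible genes did, where chance gives 704. After Benjamini-Hochberg adjustment over all genes tested, 1 germline gene, Kif20a, and 5 inducible genes, Kdm5d, Eif2s3y, Uty, Kif20a and Esr1, had an adjusted p under 0.05. The groups did not overlap for 82 of the 93 lower and 236 of the 289 higher germline genes, and over all tested genes this share was 13.5%, against 10% by chance with 3 libraries per group. In the inducible comparison it was 68 of 69 and 110 of 113, and 22.6% of all tested genes against 20% by chance. Leaving out knockout replicate 2 gave 642 lower and 587 higher genes, 224 of them among the 382 genes above. Without knockout replicate 3 there were 403 lower and 617 higher genes, and without wild-type replicate 1 there were 42 and 115. The inducible counts were 145 lower and 212 higher genes without a filter on low values. They were 40 and 41 on the RPKM scale, which divides by gene length, where 50.6% of the calls were higher against 62.1% above. The design fixed beforehand had assumed this scale, but it was run as an alternative after the data were seen.

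Among genes past both thresholds whose groups did not overlap, the largest germline decreases after Kif20a were in Ccdc146, which went from 23.4 ± 10.2 to 5.39 ± 3.27 normalized counts (SD, n = 3 libraries each; log2 fold change -1.95, standard error 0.61), Txnip (-1.92), Wdr63 (-1.81) and Kcnv1 (-1.72). The log2 fold change of Txnip was -0.93 without knockout replicate 2, and that of Kcnv1 was -1.02 without wild-type replicate 1. The largest increases were in Krt5, En2, P4ha2, Smtnl2 and Slc16a3. Krt5 and En2 had under 1 normalized count in every wild-type library and were at least 10.0-fold and 7.50-fold higher in the knockouts, computed against a floor of 3 counts. Krt5 had only 1.62 normalized counts in knockout replicate 2. En2 had 24.48, 22.9 and 20.1 normalized counts in the germline knockouts, and 0 of the 3 inducible knockout libraries, which lack the cassette, had more En2 than both inducible wild-type libraries. P4ha2 went from 40.2 ± 1.31 to 648 ± 636 normalized counts (log2 fold change 3.15, standard error 0.98), with 552, 1327 and 65.3 in the 3 knockout libraries. The log2 fold changes of Smtnl2 and Slc16a3 were 2.70 and 2.60, and their counts too were lowest in knockout replicate 3. Apart from Kif20a, these genes had an adjusted p of 0.779 (limma with Benjamini-Hochberg adjustment).

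In the inducible comparison the largest decreases were in Grem1 (-1.55 on the log2 scale), E230008N13Rik (-1.50), Bmp2 (-1.34), Epn3 (-1.32) and Il33 (-1.25), none with an adjusted p under 0.739 (limma with Benjamini-Hochberg adjustment). Bmp2 fell by 0.75 without knockout replicate 3. The largest increases were in Kdm5d, Eif2s3y, Uty, Esr1 and Ddx3y, of which all but Esr1 lie on the Y chromosome. Kdm5d was listed at 0 in both wild-type libraries and had 1332 ± 65.3 normalized counts in the knockouts (SD, n = 3; adjusted p = 2.93e-07, limma with Benjamini-Hochberg adjustment). Eif2s3y was likewise listed at 0 in both wild-type libraries and had 941 ± 90.2 in the knockouts. Uty went from 2.08 ± 1.55 (SD, n = 2) to 433 ± 149 (SD, n = 3). Ddx3y had 393, 2.0 and 188 normalized counts in the knockouts and at most 1.07 in the wild-type libraries. Esr1 was at least 48.8-fold higher (adjusted p = 0.000711, limma with Benjamini-Hochberg adjustment), with at most 0.987 normalized counts in the wild-type libraries and 147 ± 14.5 in the knockouts. None of the 3 germline knockout libraries, which lack the recombinase, had Esr1 above the floor.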

RNA-sequencing (RNA-seq) data comparing wild-type and mutant brains identified 80 down-regulated genes and 193 up-regulated in the germline mutant brains and 59 down-regulated genes and 47 up-regulated in the inducible knockout brains (fold change ≥ 1.5; *P* value ≤ 0.05) (Supplementary Fig. 10a and 10b; Supplementary Data 1 and 2). 

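DAVID and the Gene Ontology were not used here. Lists of known marker genes stood in for them, and single genes of the lists were looked up among the genes past the fold change and P thresholds. In the germline knockouts, 0 of 43 tested S phase genes passed both thresholds, with 0 at an unadjusted P of at most 0.05 from limma. Of 54 tested G2/M phase genes, 0 were lower and 1, Hjurp, was higher. Among 31 neuronal differentiation genes 0 passed, with 0 at an unadjusted P of at most 0.05, and among 22 radial glial progenitor genes 2 passed, Fabp7 and Ccnd2, both lower. Ccnd2, a gene of cell division (log2 fold change -0.92, groups not overlapping), was counted in the radial glial list only. The S phase and G2/M phase counts therefore leave it out. Of 22 p53 target genes, whose products act in cell cycle arrest and cell death, 1 was lower, Trp53inp1, and 1 was higher, Sulf2. Hjurp, Trp53inp1 and Sulf2 were named after their values were seen. After Benjamini-Hochberg adjustment, 0 genes of these lists passed, whether adjusted over the list alone or over all genes tested. Hypoxia and glycolysis genes gave a larger share of the calls, with 24 of 37 tested genes past both thresholds, all higher in the knockouts, although 0 were past an adjusted p of 0.05 over all genes or adjusted over the list alone and 25 had an unadjusted P of at most 0.05. Supplementary Data 1 holds 18 of the 39 listed genes, against 0 of 44 S phase and 1 of 56 G2/M phase genes. The shares of the lists are therefore not independent of the paper's calls. Against the wild-type mean the hypoxia and glycolysis median was 1.54, 2.17 and 0.12 in knockout replicates 1 to 3.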

DAVID (the database for annotation, visualization and integrated discovery) bioinformatics analyses (DAVID 6.8) of the differentially expressed genes from the germline knockouts showed that the top biological processes in down-regulated genes highlighted genes with roles in regulation of cell cycle and cell death (Supplementary Fig. 10c), whereas those in up-regulated genes revealed enrichment of genes involved in morphogenesis and cell differentiation. DAVID analyses of the differentially expressed genes from the inducible knockouts were less obvious with respect to the trends of gene expression functions (Supplementary Fig. 10c), perhaps due to the heterogeneity of varied gene deletion efficiency in mutant cells. 

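In the inducible knockouts, the 43 tested S phase genes had a median log2 fold change of 0.027 (31 of 43 genes higher), and camera, a test of whether a list ranks apart from all other genes, gave an adjusted p of 0.0749. The G2/M phase genes had a median of -0.017 (19 of 54 higher, adjusted p = 0.481 from camera on the limma fit), and the radial glial progenitor genes a median of -0.026 (10 of 22 higher, adjusted p = 0.531 from the same test). Neuronal differentiation genes had a median of 0.072 (24 of 31 higher, adjusted p = 0.00576 from the same test). This call did not hold under fry, a test that keeps the correlation between genes (adjusted p = 0.905), and the median was 0.27 without wild-type replicate 1 and -0.054 without wild-type replicate 2. The S phase median was -0.040 without wild-type replicate 1 and 0.10 without wild-type replicate 2. The medians of these 4 lists moved across 0 when single libraries were left out. The adjusted p from camera was 0.000978 for S phase without knockout replicate 3 (median 0.051), 0.0178 without knockout replicate 2 (0.038) and 0.637 without knockout replicate 1 (-0.0085), and it was 0.0238 with quantile normalization. Without knockout replicate 1 it was 0.00174 for G2/M phase (-0.053) and 0.00828 for radial glial progenitor genes (-0.084), within ranges up to 0.820 and 0.940 over the 3 fits that each left out a knockout library. For neuronal genes it was 0.279 without knockout replicate 3 (0.019), from 0.000116 in the same fits. Single genes that passed the fold change and P thresholds were 0 in the S phase, G2/M phase and radial glial progenitor lists, with 1, 1 and 3 at an unadjusted P of at most 0.05 from limma, and 1 in the neuronal list, Syt4. Adjusted over the list alone, 1 neuronal gene and 0 genes of the other 3 lists passed, and over all genes tested 0 did.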

While further pathway analyses of the differentially expressed genes from the germline knockouts did not consistently reveal any particular signaling pathways specifically affected by LOF of KIF20A, down-regulation of cell cycle-related genes and up-regulation of differentiation-related genes in the mutant cortex appeared to be overall consistent with the switch of NPCs from a proliferation state to a differentiation state as a result of the *Kif20a* knockout.

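The median log2 fold change of the S phase genes in the germline knockouts was -0.086 (11 of 43 genes higher), and that of the G2/M phase genes was -0.013 (24 of 54 higher). Adjusted p-values from camera on the limma fit were 0.291 and 0.402. Leaving out knockout replicate 2 moved both medians most, to 0.078 for S phase and 0.055 for G2/M phase. Neuronal differentiation genes had a median of -0.24 (5 of 31 higher, adjusted p = 0.281 from camera), and radial glial progenitor genes a median of 0.070 (14 of 22 higher, adjusted p = 0.976 from camera). Against the mean of the wild-type libraries, the neuronal median was -0.98 in knockout replicate 1, 0.93 in replicate 2 and -0.77 in replicate 3. Without replicate 2 the median log2 fold change of the neuronal genes was -0.84, and without replicate 1 it was 0.075. The radial glial median became -0.14 without wild-type replicate 1. Of the 10 splits of the 6 libraries into groups of 3, 7 gave a neuronal median as far from 0 as the real one. Under fry, with all libraries kept, the adjusted p was 0.956 for each of these 4 lists. Camera took the correlation between genes as 0.01, so its small values may overstate lists whose genes vary together. The adjusted p from camera was above 0.05 for each of these 4 lists, but other settings and leaving out single libraries changed that for all but the radial glial progenitor list. With all 6 libraries kept, it was 4.89e-11 for neuronal genes with array weights (median -0.73), 4.75e-05 with the Y-linked genes as a covariate (-0.54) and 0.0406 with quantile normalization (-0.26). For G2/M phase genes it was 0.0210 with that covariate, at a median of 0.038. With a library left out, the adjusted p from camera was 2.38e-20 for neuronal genes without knockout replicate 2 and 0.0392 without wild-type replicate 3 (median -0.28). It was 0.00183 for S phase genes without knockout replicate 3 (median -0.20) and 0.0125 without wild-type replicate 2 (-0.17). For G2/M phase genes it was 0.0394 without knockout replicate 2 and 0.0392 without wild-type replicate 3 (0.024), both with a median above 0. Across the 6 fits that each left out 1 library it ranged up to 0.783 for neuronal, 0.980 for S phase and 0.987 for G2/M phase genes, and from 0.219 to 0.980 for radial glial progenitor genes. The paper proposes that lower cell cycle genes and higher differentiation genes match a switch of neural progenitor cells from proliferation to differentiation.

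**Figure D1:**
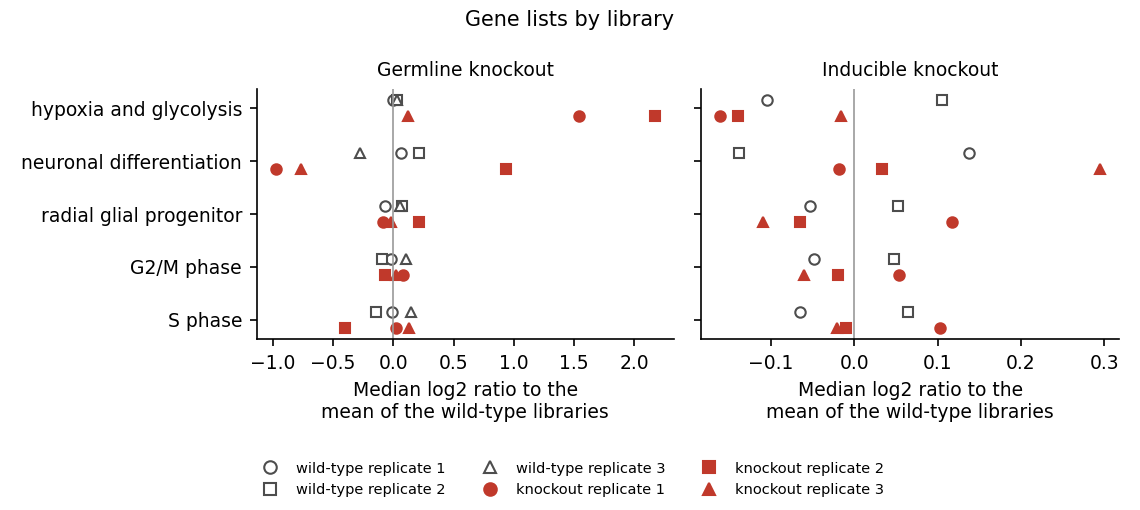
Median log2 ratio of each library to the mean of its wild-type libraries, over the tested genes of 5 lists, in the germline and the inducible comparison. Open symbols are wild-type and filled symbols knockout libraries, with 1 shape per replicate. In the germline knockouts the neuronal median is -0.98, 0.93 and -0.77 in replicates 1 to 3, and the hypoxia and glycolysis median is 1.54, 2.17 and 0.12.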

## Discussion

Our data demonstrate that KIF20A is essential for maintaining progenitor cell state and acts, at least in part, by facilitating the localization of RGS3 to the ICB/midbody of dividing NPCs where KIF20A, RGS3, and Gα subunit may work together to control the outcome of cell division. Symmetric versus asymmetric cell division is thought to be achieved through dividing progenitors, giving daughter cells different sets or amounts of cell fate determinants^1–4^. However, the mechanism by which cell fate determinants are differentially segregated is not well understood. Our data suggest that daughter cell asymmetry may arise during the late stage of cytokinesis in association with the ICB and the function of KIF20A. We speculate that, being a kinesin motor protein, KIF20A may act to regulate cell fate by facilitating symmetric or asymmetric delivery of cargos into the daughter cells. Such cargos are likely in the form of vesicles, protein/protein complexes, and/or protein/RNA complexes, which are expected to contain various cell fate determinants. KIF20A, and likely some other mitotic kinesins, may be critical for the trafficking of such cell fate determinants between the two daughter cells, which may affect the distribution or dynamics (stability) of these proteins and/or RNAs in the two nascent cells resulting in symmetric or asymmetric outcome of cell division (e.g., in the form of eventual proliferative or differentiative state of transcriptomes).

In our analyses of germline *Kif20a* knockout mice, we observed that LOF of KIF20A caused a more severe abnormality in embryonic development than that displayed in the RGS3 knockout mice^17^. This stronger phenotype of the *Kif20a* knockout mice was likely due to the added effect of cytokinesis defect which could lead to apoptosis of mutant NPCs in the early stage of cortical neurogenesis. On the other hand, our observations also revealed that KIF20A was an important regulator in cell fate determination. This raised an interesting question of whether these two functions of KIF20A were interconnected by a common mechanism or mediated through distinct actions. The fact that, in the absence of KIF20A, many NPCs completed cell division to give rise to new neurons that could migrate normally out of the VZ indicated that KIF20A might contribute to cytokinesis and cell fate determination via independent mechanisms. In the mutant NPCs, the cytokinesis function of KIF20A appeared to be compensated to a large extent by other mechanisms, either by a remaining homologous protein such as KIF20B^29^ or by other redundant mechanisms, whereas the cell fate function of KIF20A was more severely compromised. On the basis of this reasoning, we speculate that KIF20A may play two important and sequential roles during the division of NPCs (Fig. 9): (1) the canonical role for supporting the ordered progression of cytokinesis (e.g., by targeting Aurora B to midbody)^30,31^ during midbody assembly; and (2) a role for controlling specification of the fate of daughter cells likely at the stage of cell abscission. KIF20A was found to interact with RGS3 (this study) and DLG5^32^, the two regulators that are crucial for cortical neurogenesis^17,33^. These specific protein–protein interactions may aid in the recruitment or targeting of KIF20A cargos within the ICB. It is also conceivable that KIF20A may achieve its cell fate function by coordinating with the abscission machinery, including membrane/vesicle trafficking proteins^34^ and the Endosomal Sorting Complexes Required for Transport (ESCRT)^35,36^. While the precise mechanisms by which these factors residing in the ICB may control proliferative versus differentiative divisions await further investigation, this study indicates that the ICB is a potential candidate site where cell fate regulators work coordinately, leading to maintenance of symmetry or generation of asymmetry within two nascent daughter cells. In addition, as cortical NPCs divide along the apical surface of the ventricular zone, the observation that the ICB (and therefore the important regulators involved in cell abscission) orients towards the ventricle is intriguing in view of the discovery of the importance of cerebrospinal fluid (CSF) in guiding neurogenesis in the mammalian brains^37–39^. Neighboring cells, without direct contact with the dividing progenitors, may be able to influence the outcome of cell division via secreted factors into the CSF, allowing both stochastic and regulated NPC cell divisions.

**Fig. 9:**
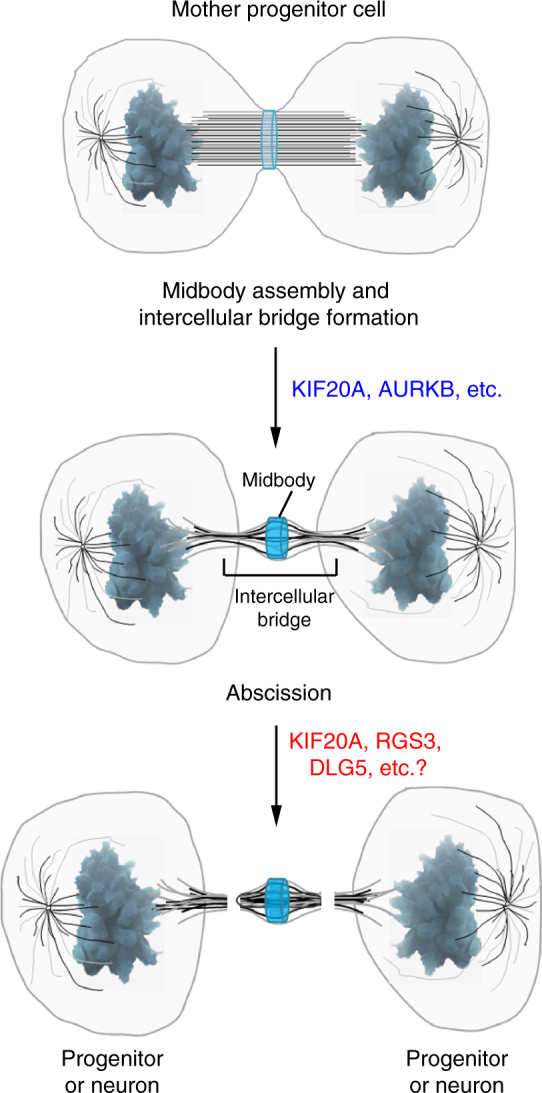
A working hypothesis for two sequential functions of KIF20A during NPC divisions. In its better known function discovered in previous studies^30, 31^, KIF20A is involved in the assembly of the midbody, for example, facilitating translocation of Aurora B (AURKB) into the midbody. This function of KIF20A is important for an ordered progression of cytokinesis. In addition, data obtained from the current study suggest that KIF20A also plays a role in cell fate determination, being essential for the maintenance of the proliferative state of NPCs. This latter function of KIF20A likely occurs during the stage of cell abscission and may involve interaction with the Ephrin-B/RGS3 pathway, DLG5 and/or other unidentified factors present in the intercellular bridge. Knockout of the *Kif20a* gene in NPCs does not appear to compromise the completion of cytokinesis (the canonical function of KIF20A) but affects the balance between proliferation and differentiation (the cell fate determination function of KIF20A). The cartoons of illustration were modified based on Mierzwa and Gerlich^46^

KIF20A is ubiquitously expressed in all proliferating cells, particularly associated with the mitotic state of dividing cells, and should be expected to be present in stem/progenitor cells of various tissues. This raises a question of whether the cell fate function of KIF20A that we observed for cortical NPCs in this study may be a common mechanism shared by other stem/progenitor cell systems. Within the central nervous system (CNS), besides the embryonic cerebral cortex, Ephrin-Bs and RGS3 were expressed in most, if not all, other types of stem/progenitor cells, including those of the embryonic cerebellum, spinal cord, and adult SVZ^15,40–42^ (and our unpublished observations). It is therefore conceivable that the RGS3–KIF20A interaction also plays a crucial role in NPCs of these different CNS regions to regulate cell fate specification. Outside the CNS, we speculate that an RGS–KIF20A interaction may function similarly in stem/progenitor cells of various other tissue types to control the balance between self-renewal versus differentiation. Because RGS proteins have emerged as a large family of proteins with more than 30 members^43^, it is likely that the specificity of this function may reside in the RGS proteins. For instance, different tissue-specific stem/progenitor cell systems may harbor distinct members of the RGS proteins that can work with KIF20A. In this regard, we observed that KIF20A could interact with several other subclasses of RGS proteins in addition to RGS3 (Supplementary Fig. 2g), making possible distinct RGS–KIF20A interaction in different stem/progenitor cell types. The potential function of RGS–KIF20A interaction in different stem/progenitor cell systems will certainly require further investigation.

Two previous studies reported a potential link of midbody remnant (MR) to progenitor cell fate determination. However, one study suggested that the inheritance of MR was associated with progenitor identity^24^, whereas the other study indicated that the release of MR was a characteristic feature of progenitor cells^25^. Later studies with time-lapse imaging of zygote division in *C. elegans*^44^ or germline stem cell division in *Drosophila*^45^ revealed that MR, marked by expression of ZEN-4/PAVAROTTI (homologs of mammalian KIF23/MKLP1), could be stereotypically inherited by either daughter progenitor or differentiating cell, indicating that MR is not inherently critical for cell fate determination. In this study, we found that KIF20A was present at the midbody of the intact ICB but was not associated with the MR after cell separation. In view of our observations of the specific interaction between KIF20A and RGS3, their overlapping presence in the ICB of dividing NPCs, and their crucial importance for the maintenance of the progenitor cell fate, our data suggest that information for cell fate specification between nascent daughter cells likely resides in protein interaction networks within the ICB. In a more broad view of stem/progenitor cell divisions, the potential of the ICB as the site of arising symmetry or asymmetry might also be useful for thinking about how asymmetry could be created during differentiative divisions in non-polarized stem/progenitor cells. Identifying additional factors of the ICB that are important for cell fate determination and understanding how these factors orchestrate the specification of daughter cell asymmetry in coordination with the cytokinesis machinery will be an important task for future studies.

## Methods

### Plasmids and antibodies

Plasmids used in co-IP and over-expression experiments were cloned either under the control of elongation factor 1 (EF1) promoter, including EF-HA-KIF20A, EF-myc-PDZ-RGS3, EF-myc-PDZ-RGS3∆RGS, EF-GFP-RGS, EF-HA-RBD, EF-GFP-PDZ-RGS3, and EF-GFP-PDZ-RGS3∆RGS or under the control of CAG promoter, including CAG-RFP-KIF20A-DCX-GFP, CAG-mRFP-KIF20A, CAG-KIF20A-CDS, CAG-GFP, CAG-GFP-PDZ-RGS3-IRES-ephrin-B1. CMV-YFP-Gαi2 was a gift from John H. Kehrl. Primary antibodies included Rat anti-HA (Roche; 1:500), Mouse anti-myc clone 9E10 (Sigma M4439; 1:5000), Rabbit anti-Flag (Sigma F7425; 1:2000), Sheep anti-digoxigenin–alkaline phosphatase (Roche; 1:1000), Mouse anti-GFP (Roche; 1:200), Goat anti-KIF20A (L-13) (Santa Cruz; 1:100), Rabbit anti-Mklp1 (N-19) (Santa Cruz; 1:100), Mouse anti-α-Tubulin (Sigma T6199; 1:5000), Rabbit anti-RGS3 (1:1000)^15^, Rabbit anti-Gαo2 (1:200)^23^, Mouse anti-BrdU (Sigma B2531; 1:100), Mouse anti-Ki67(BD; 1:25), Mouse anti-βIII-Tubulin (Sigma T8660; 1:1000), Goat anti-Sox2 (Santa Cruz; 1:50), and Rabbit anti-activated caspase 3 (BD Biosciences; 1:200). Additional antibodies and reagents included Rabbit anti-Pax6 (Covance; 1:500), Chicken anti-Tbr2 (Abcam; 1:500), Rabbit anti-Sox5(H-90) (Santa Cruz; 1:50), Goat anti-Cux1 (C20) (Santa Cruz;1:50), Rabbit anti-NeuN (Millipore ABN78; 1:200), ConA (Molecular Probes; 1:100), and Click-iT®EdU Alexa Fluor®594 image kit (ThermoFisher Scientific). All secondary antibodies were purchased from Jackson ImmunoResearch Laboratories (Cy3, Cy5, and Cy2 AffiniPure conjugated; 1:200).

### Yeast two-hybrid screening

A mouse E9.5/10.5 embryonic two-hybrid cDNA library^15^ was screened using both full-length PDZ-RGS3 and the RGS domain alone as baits. A total of 20 million yeast cells were screened with each bait and library cDNAs from reproducibly positive colonies were recovered and sequenced. KIF20A was the candidate PDZ-RGS3 interactor that was pulled out by both screenings.

### Co-immunoprecipitation and western blot

Plasmids were transfected into HEK293 cells using calcium phosphate method. Transfected cells were sonicated in cold lysis buffer (10 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1% NP40, 1 mM EDTA, 1 mM dithiothreitol (DTT), and protease inhibitors). Either Flag or Myc antibody was used to bind the target protein at a final concentration 1 µg/ml, and then magnetic protein G beads (20398, Pierce) were used to precipitate the antibody–protein complex. For endogenous protein co-IP, 14 E15.5 brains (including cortices and ganglionic eminences) were pooled in 500 μl of lysis buffer (10 mM Tris-HCl, pH 7.5, 150 mM NaCl, 1%NP40, 1 mM EDTA, 1 mM DTT, and 1× protease inhibitor cocktail), triturated using a pipette with a blue tip, and sonicated for 30 s on ice. After incubation for 4 h on a rotation wheel at 4 °C, the lysate was centrifuged at 13,000 × *g* for 15 min at 4°C. The cleared lysate was diluted with 3 volumes of dilution buffer (10 mM Tris-HCl, pH 7.5, 150 mM NaCl, 0.2% NP40, 1 mM EDTA, 1 mM DTT, 1× protease inhibitor cocktail). One half of the diluted lysate was mixed with 5 μg of anti-RGS antibody and the other half was mixed with 5 μg of control IgG, and then incubated with magnetic protein G beads. The beads containing antibody–protein complex were washed and boiled in 2× sodium dodecyl sulfate (SDS) buffer. Denatured proteins were resolved by SDS–polyacrylamide gel electrophoresis and transferred to a polyvinylidene difluoride membrane for western blot detection by horseradish peroxidase-conjugated antibody with chemiluminescent substrate (Pierce). Uncropped western blots for Fig. 2e–g can be found in Supplementary Fig. 11.

### RNA **in situ** hybridization and immunohistochemistry

RNA in situ hybridization was done with digoxigenin-labeled RNA transcribed from a fragment of KIF20A cDNA 1–1065 bp followed by anti-digoxigenin alkaline phosphatase detection. For immunostaining of whole-mount cortices, E14.5 cortices were dissected out and fixed in 4% cold paraformaldehyde in phosphate-buffered solution (PBS) for 10 min. After rinsing three times with 0.5% Triton X-100 in PBS, the cortices were blocked for 2 h at room temperature in blocking solution (1× PBS, 0.5% Triton X-100, 10% donkey serum, 0.2% sodium azide), followed by incubation with primary antibody (anti-KIF20A, 1:50; anti-MKLP1, 1:100) in blocking solution at 4 °C for overnight. The cortices were rinsed three times with blocking solution followed by another three times rinse with 0.5% Triton X-100 in PBS. The cortices were then incubated with secondary antibody in blocking solution without sodium azide at 4 °C for overnight. After rinsing three times with 0.5% Triton X-100 in PBS followed twice with PBS, the cortices were mounted to a glass slide with Fluoromount-G (SouthernBiotech) for imaging with a confocal microscope.

### shRNA design and screening

The shRNAs were expressed under the control of a mouse U6 promoter in pNUTS vector which additionally contains an ubiquitin promoter-EGFP expression cassette. Candidate shRNAs were screened with targets cloned in psi-CHECK vector in transfected HEK293 cells, using a dual luciferase reporter assay (Promega, E1910) and verified by quantitative PCR and western blot. The sequences of 19-mer shRNAs (the loop of shRNA is underlined) used in this study were:

shKIF20A-3’UTR

(5^′^ –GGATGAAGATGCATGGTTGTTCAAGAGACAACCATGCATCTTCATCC-3’),

shKIF20A-CDS

(5’-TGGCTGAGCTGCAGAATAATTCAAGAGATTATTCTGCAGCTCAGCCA-3’),

shRGS3

(5’-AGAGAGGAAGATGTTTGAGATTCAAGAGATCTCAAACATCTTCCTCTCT-3’),

Scrambled

(5’-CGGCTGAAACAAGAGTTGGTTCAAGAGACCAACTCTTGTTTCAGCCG-3’).

### Establishment of Myc-KIF20A inducible cell line

TetR was introduced into CHP100 cells using a lentiviral expression system and the infected cells were selected for stable single clones with G418 (400 µg/ml) in Dulbecco's modified Eagle's medium (DMEM; Invitrogen) with 10% fetal bovine serum. Multiple clones were tested for doxycycline inducibility using a TetO-luciferase expression system and clone #15 was selected for further use. TetO-Myc-KIF20A expression cassette was then introduced into the TetR-expressing clone #15 cells by lentiviral infection and the cells were selected for stable single clones using G418 (200 µg/ml) and puromycin (1 μg/ml) double selection in culture medium. Multiple clones were tested for induced expression of Myc-KIF20A and clone #1 was selected for subsequent experiments. Transfection of clone #1 with PDZ-RGS3 plasmids was done using TrueFect reagent (NF-0866-3, United Biosystem). Cells were induced to express Myc-KIF20A with doxycycline (0.1 μg/ml) at the time of transfection and were later fixed for immunostaining 48 h after transfection.

### Cortical primary culture, transfection, and paired cell assay

The E14.5 mouse cortices were dissected out and dissociated by trituration in Hanks’ balanced salt solution (HBSS) (Mediatech). Cells were re-suspended in culture medium DMEM with 4.5 g/l Glucose (Mediatech), glutamine (Gibco), penicillin/streptomycin (Gibco), sodium pyruvate (Gibco), 1 mM *N*-acetyl-l-cysteine (Sigma), B27 (Invitrogen), N2 (Invitrogen), and 10 ng/ml basic fibroblast growth factor-2 (bFGF2; Gibco), and were plated down into poly-d-lysine (P6407, Sigma)-coated 24-well glass-bottom plate (P24G-1.5-13-F, MatTek) at 2 × 10^5^ cell per well. After 20 h of culture, cells were processed for antibody staining. The experiment was repeated twice.

### In utero electroporation and phenotype analysis

Animal procedures were approved by the institutional animal care and use committee of Beckman Research Institute of the City of Hope and were carried out in accordance with the National Institutes of Health (NIH) guideline and the Guide for the Care and Use of Laboratory Animals. IUE was performed on E13.5 embryos and the transfected brains were dissected out 2, 3, or 4 days later. Consecutive coronal sections (14 µm) of an injected brain were collected and detected by direct visualization of GFP expressed from the shRNAs or over-expression plasmid. The center sections along the anterior-posterior axis of the fluorescent region of individual brains (six or more injected brains for each DNA plasmid combination) were used for quantification with Image-Pro Premier (Media Cybernetics).

### Live cell imaging

Dissociate cells were prepared using the E13.5 Dcx-mRFP transgenic mouse cortices by trituration in HBSS (Mediatech). Cells were re-suspended in culture medium of DMEM with 4.5 g/l glucose and sodium pyruvate without l-glutamine and phenol red (Mediatech), supplemented with glutamine (Gibco), penicillin/streptomycin (Gibco), 1 mM *N*-acetyl-l-cysteine (Sigma), B27 (Invitrogen), N2 (Invitrogen), and 10 ng/ml bFGF2 (Gibco), and were plated down into poly-d-lysine (P6407, Sigma)-coated Hi-Q^4^ Quadruple well glass-bottom plate (MZI00040, Ibidi) at 2 × 10^5^ cell per well. Cells were infected with Lentivirus of shKif20a or scrambled shRNA for 24 h. Live imaging of the infected cells was then taken with BioStation IM-Q (Nikon) microscopic machine at 12 min intervals for 2 days. Time-lapse images were processed by BioStation IM (Version 2.22) and Image-Pro Premier 9.2 (64-bit) Software.

### Generation of Kif20a knockout first and conditional mice

Three *Kif20a* targeted ES cell clones obtained from IMPC were used for injection into blastocysts and generation of chimerical mice. One ES cell clone was able to produce chimeras. The chimeras were crossed with wild-type C57BL/6J to generate knockout-first heterozygous (KF/+) F1 mice, which were used to expand the knockout-first strain. To produce conditional mice, F1 (KF/+) mice were crossed with ROSA26^FlpeR^ mice to remove the neomycin and LacZ cassette and the resultant strain became the *Kif20a* conditional knockout (fl/+) mice.

### Analyses of Kif20a germline and conditional knockout mice

IUE was performed on E13.5 embryos. To ensure consistent comparison between knockout and control brains, CAG-Cremyc-2A-GFP and CAG-GFP plasmids were electroporated into embryos of the same pregnant *Kif20a*^*fl/fl*^ mice, with each plasmid being injected into embryos of one of the two uterine horns, respectively. Electroporated brains were dissected out at E16.5 (72 h post electroporation). Consecutive coronal sections (12 µm) of injected brains were collected and transfected cells were detected by direct visualization of GFP expressed from the plasmids. The center sections along the anterior–posterior axis of the fluorescent region of individual brains (five or more injected brains for each DNA plasmid) were used for quantification with Image-Pro Premier (Media Cybernetics). For acutely dissociated cortical cell culture, electroporated cortices were collected at E15.5 and dissociated cells were plated onto poly-d-lysine-coated coverslip in culture for 3 h. Cells were then fixed and stained for different markers.

For BrdU and EdU birth dating, pregnant female mice were first administered with tamoxifen in corn oil (80 mg/kg weight body) by intraperitoneal injection at E9.5 and E10.5, and then were labeled with BrdU (100 mg/kg) and EdU (100 mg/kg) sequentially at E12.5 and E15.5, respectively. The labeled pups were delivered by C-section at E19.5 for brain analysis. Cryosections of E19.5 brains (16 μm) were analyzed for immunostaining on BrdU, EdU, early-born neuron maker SOX5, and late-born neuron maker CUX1.

For FACS-based cell cycle analysis, pieces of the E15.5 cortices were gently dissociated in cold HBSS (Mediatech) with 5 mM EDTA. After centrifugation with 300 *×* *g* at 4 °C for 10 min, cells were washed twice with cold HBSS buffer. Subsequently, large cell/aggregates were removed with a cell strainer (40 µm). After fixation with 70% ethanol drop by drop for overnight at 4 °C, cells were washed in cold PBS twice. For PI staining, cells were re-suspended in 0.5 ml staining buffer (PBS + 10 μg/ml PI + 0.1% Triton X-100 + 0.2 mg/ml DNAse-free RNAse A) and were incubated at 37 °C for 30 min. Cells were filtered before FACS analysis. Measurements were done using a CyAn ADP instrument (DakoCytomation) in combination with summit software.

### RNA-seq

PolyA RNAs from the E12.5 wild-type and *Kif20a* germline or inducible knockout mutant cortical cells were isolated. RNA-seq was done by the Integrative Genomics Core at City of Hope using Illumina HiSeq2000 system following the manufacturer’s protocols (Illumina). Reads were aligned to the mouse reference genome mm9 using TopHat v2.0 with default settings. The expression level of RefSeq genes were counted by matching the aligned reads to the coordinates of the RefSeq exons. Reads falling into exons that belong to multiple transcripts of the same genes were counted one time, and the reads from all exons of the same gene were combined to represent the gene level expression. Raw counts were then normalized by trimmed mean of M-value (TMM) method implemented in the Bioconductor package “edgeR”. The normalized counts were then scaled by the gene length and log2 transformed to represent the expression value of each RefSeq gene model.

### Image acquisition and processing

Fluorescent images were taken with a confocal microscope Zeiss LSM 510 Upright two photon or Olympus Inverted IX81. RNA in situ images were captured with Spot Insight GE Camera.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request.

RNA-seq data of wild-type and *Kif20a* mutant cortical cells have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE108624.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

# Supplementary material for: KIF20A/MKLP2 regulates the division modes of neural progenitor cells during cortical development
**Source:** Nat Commun. 2018 Jul 13;9:2707. doi: 10.1038/s41467-018-05152-1
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**KIF20A/MKLP2 regulates the division modes of neural progenitor cells during  
cortical development**

**Geng et al.**

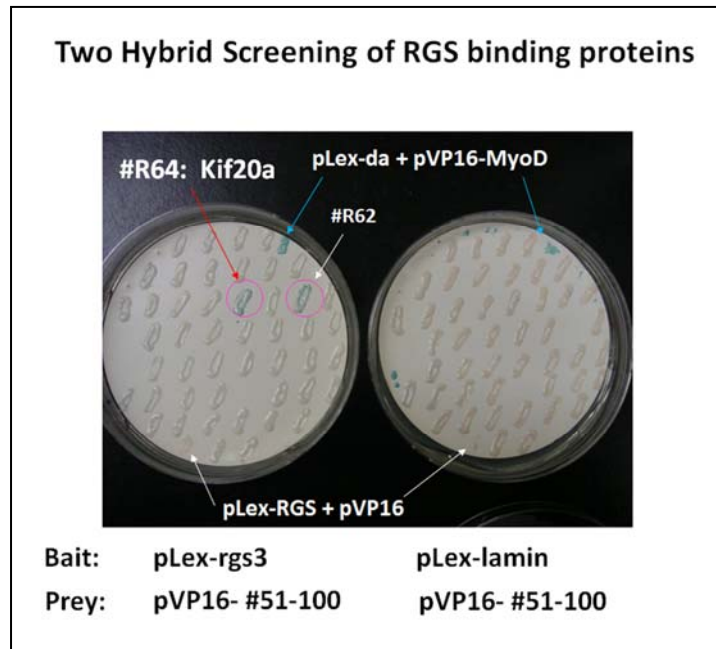

**Supplementary Figure 1 Two-hybrid identification of RGS-KIF20A interaction**

KIF20A was identified as a candidate interacting protein of RGS3 in two-hybrid screen using either RGS3 full length or the RGS domain alone as bait. The plates of yeast patches showed secondary screen of the primary positive clones #51-100 (pVP16-vector-based library cDNAs) by mating with pLex-vector-based RGS3 bait (plate on the left) or Lamin control bait (plate on the right). #R64 clone (Kif20a cDNA fragment) reproduced positive interaction with RGS3 as indicated by blue color of Xgal detection. pLex-Da + pVP16-MyoD mating (blue arrows) was used as a positive control for protein-protein interaction. pLex-RGS3 + pVP16 mating (white arrows) was a negative control.

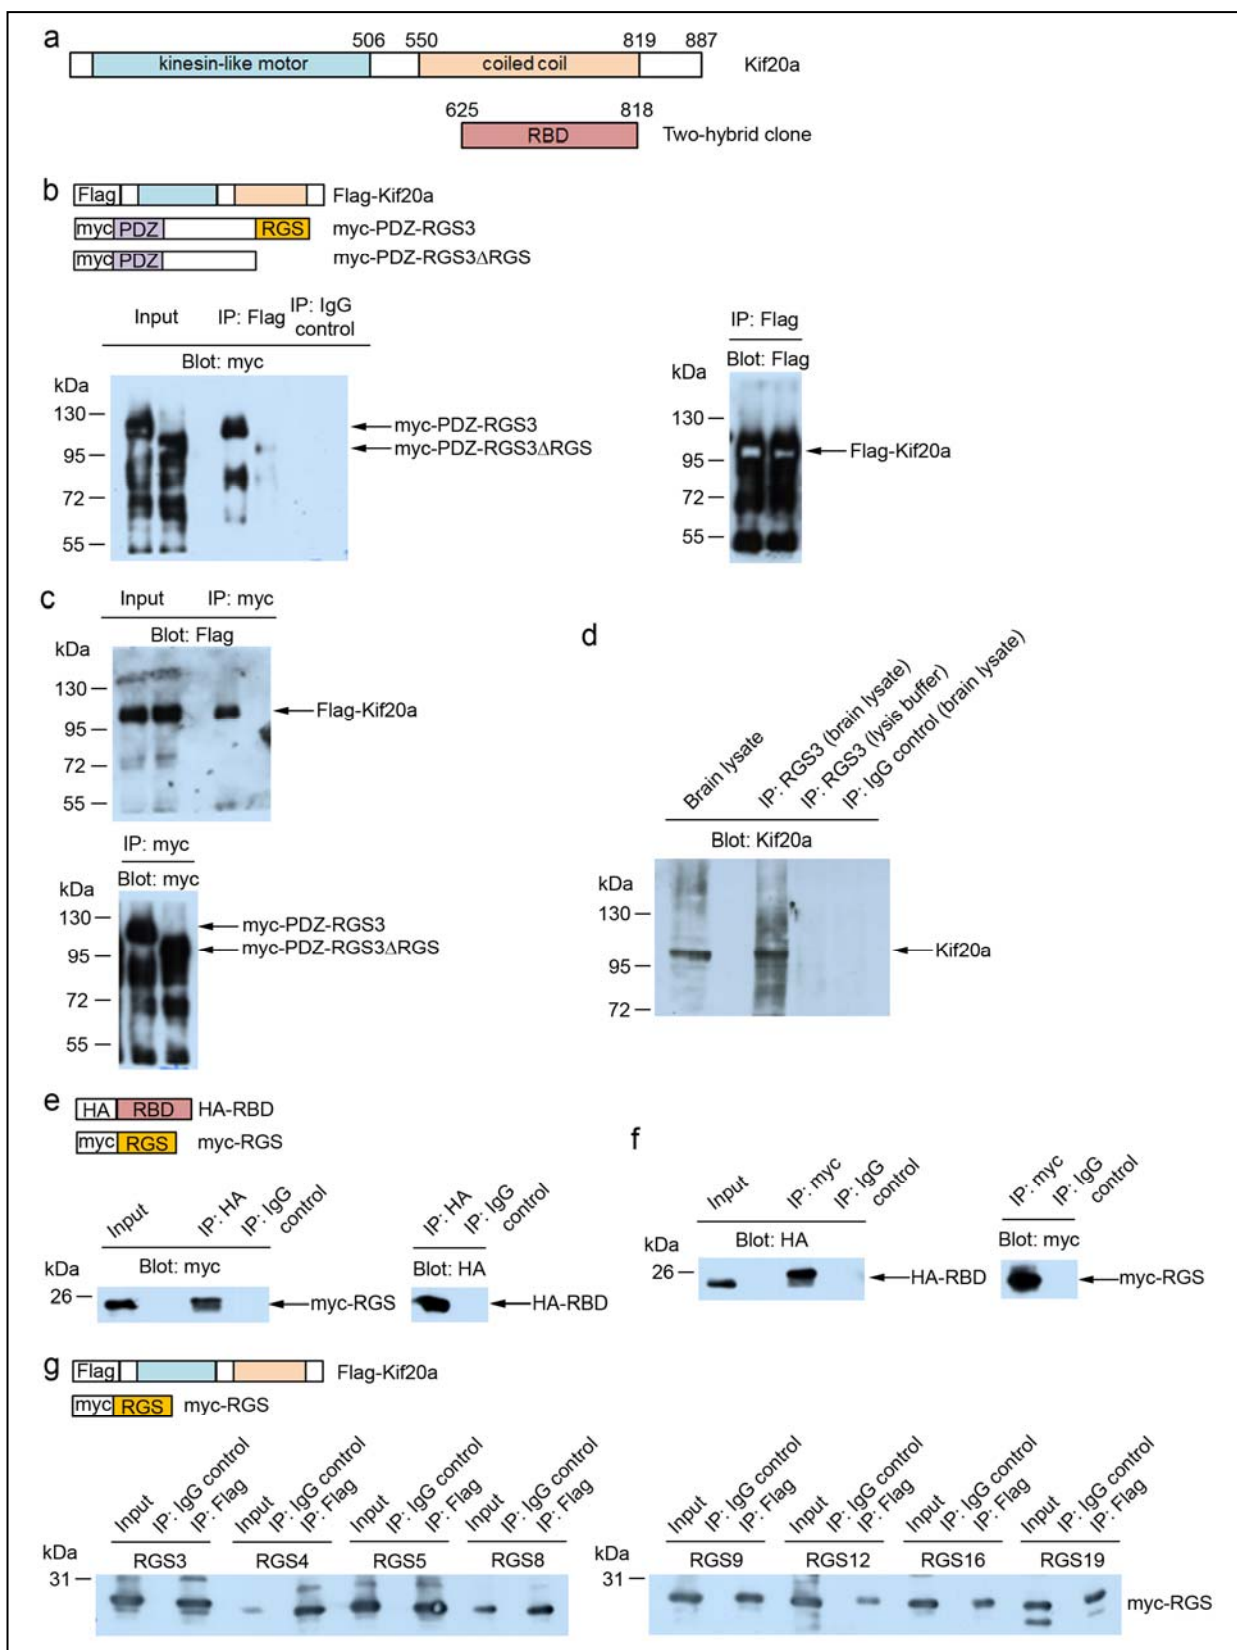

**Supplementary Figure 2 KIF20A binds to the RGS domain of RGS3**

**a.** Domain structure of mouse KIF20A and the yeast two-hybrid clone identified in the screening. RBD, RGS binding domain.

**b and c.** Reciprocal co-immunoprecipitation (co-IP) of Flag-KIF20A with Myc-PDZ-RGS3 or Myc-PDZ-RGS3 $\Delta$ RGS (with RGS domain deleted). Expression plasmids were transfected into Hek293 cells. Co-expressed proteins in cell lysates were precipitated for KIF20A (rabbit-anti-Flag) or PDZ-RGS3 (mouse-anti-Myc) followed by Western blot for the other protein. Left panel in B or upper panel in C showed co-IP of the two full-length proteins but not the mutant RGS3 protein with RGS domain removed. Right panel in B or lower panel in C was a control showing the initial IP worked well for anti-Flag (B) or anti-Myc (C). IgG control was from the same species as anti-Flag antibody.

**d.** Co-IP of endogenous KIF20A and RGS3 proteins. Cell lysates were made from the E15.5 mouse brains and proteins were immunoprecipitated with rabbit-anti-RGS3 antibody or control rabbit IgG followed by Western blot for KIF20A using a goat-anti-KIF20A antibody. In another control lane, anti-RGS3 antibody was precipitated in lysis buffer instead of brain lysate.

**e and f.** Reciprocal co-IP of the RBD (RGS-binding domain) of KIF20A and the RGS domain of RGS3.

**g.** Co-IP of KIF20A with RGS domains from multiple subclasses of the RGS family.

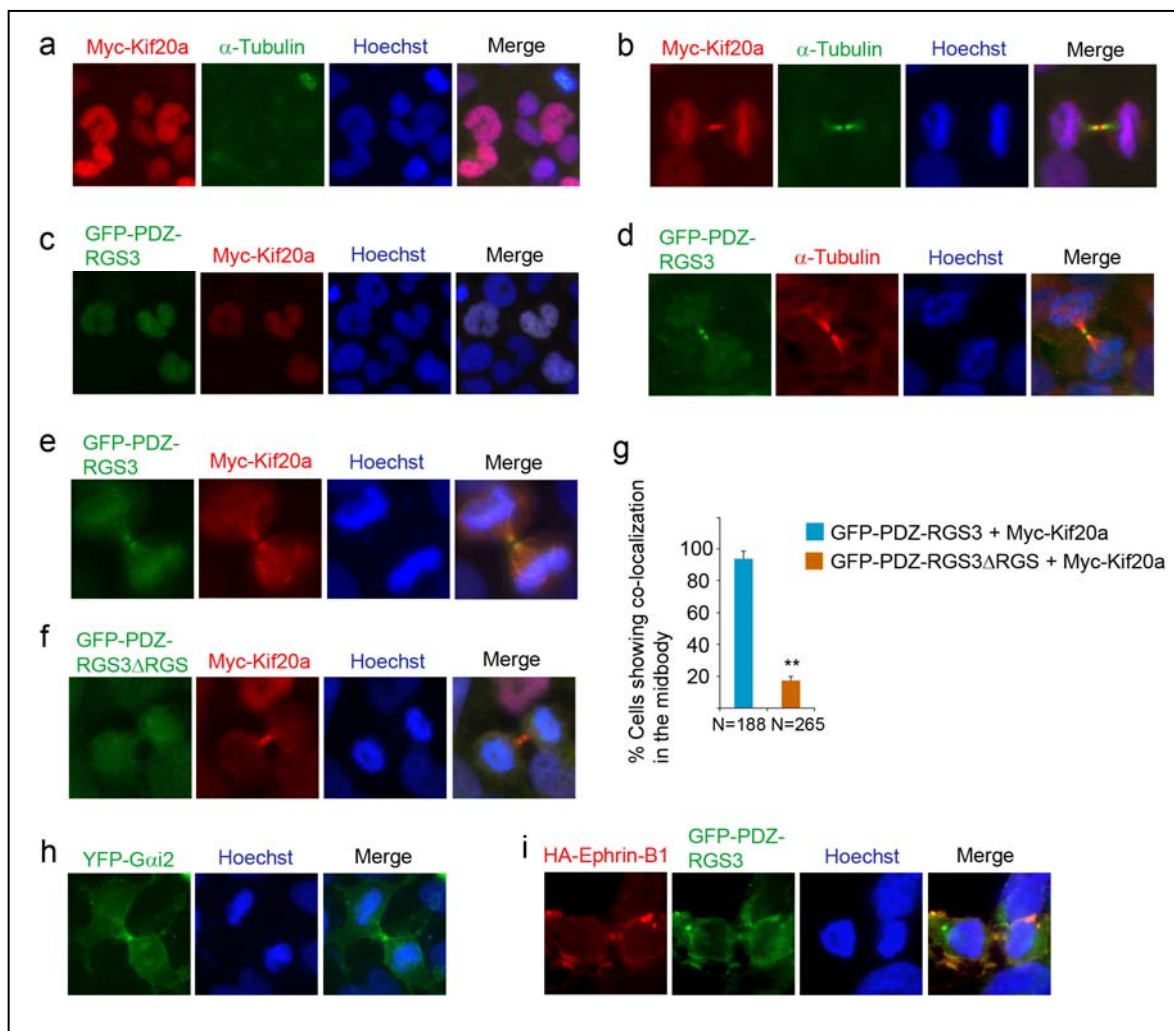

### Supplementary Figure 3 KIF20A and PDZ-RGS3 co-localize in the intercellular bridge in dividing cells

**a, b.** Subcellular localization Myc-KIF20A was observed in an inducible CHP100 cell line for Myc-KIF20A expression. In doxycycline induced cells, Myc-KIF20A was seen in mitotic cytoplasm in early mitosis (**a**) and at midbody in telophase (**b**).

**c-e.** When transfected into the inducible cell line, GFP-PDZ-RGS3 was seen co-localized with Myc-KIF20A in mitotic cytoplasm (**c**) and at midbody in telophase (**d, e**).

**f.** Co-localization of KIF20A and PDZ-RGS3 was dependent on the RGS domain, because an RGS domain deletion mutant did not show the pattern of midbody enrichment when co-expressed with Myc-KIF20A.

**g.** Quantification comparing between GFP-PDZ-RGS3 and the RGS domain deletion mutant for co-localization at midbody with Myc-KIF20A. Of the cases where the deletion mutant was scored positive for co-localization at midbody with Myc-KIF20A, the level of GFP signal was also significantly reduced comparing to that of the wild-type GFP-PDZ-RGS3. \*\*P<0.01 (Student's t-test).

**h.** Expression plasmid of YFP-Gαi2 was transfected into CHP100 cells. YFP signal could be seen enriched in the intercellular bridge of dividing cells.

**i.** Expression plasmids of HA-Ephrin-B1 and GFP-PDZ-RGS3 were co-transfected into CHP100 cells. GFP signal and anti-HA staining signal could be found co-expressed in the intercellular bridge of telophase cells.

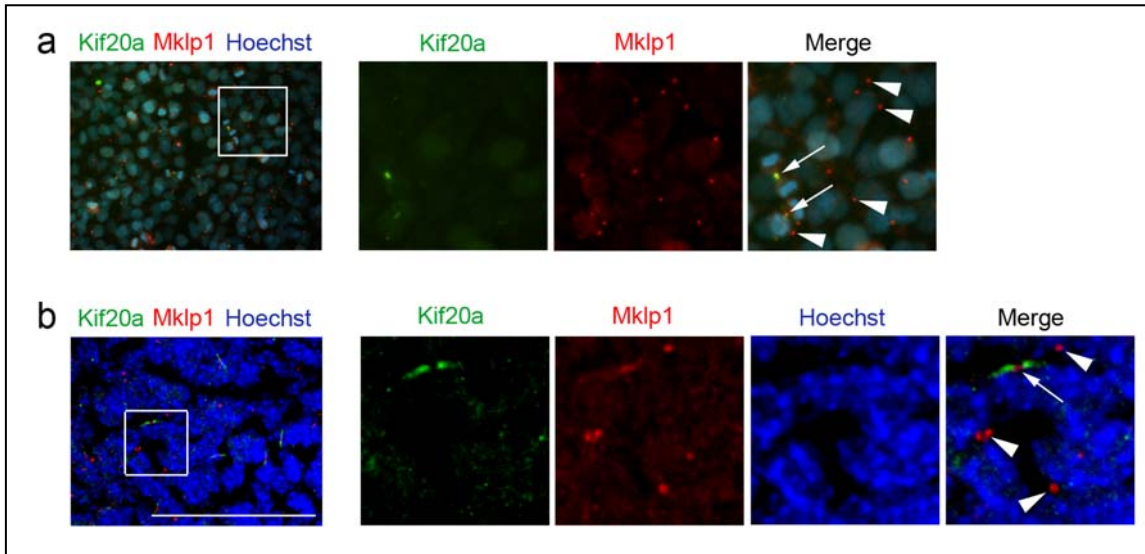

**Supplementary Figure 4 KIF20A is not detected in Midbody Ring/Remnant (MR) after midbody release**

**a.** Cultured CHP100 cells were co-stained for endogenous expression of KIF20A (green) and MKLP1 (red). KIF20A and MKLP1 were both present in the intercellular bridge/midbody with KIF20A flanking the MKLP1 ring (indicated by white arrows). KIF20A did not appear to be present in the structures resembling midbody ring/ remnant (MR) marked by MKLP1 (indicated by white arrowheads).

**b.** En-face view of a whole-mount anti-KIF20A and anti-MKLP1 co-staining with E14.5 cortices showed KIF20A and MKLP1 were both present in the intact intercellular bridge/midbody (indicated by white arrow), but KIF20A staining was not associated with many individual MKLP1-positive speckles which were likely midbody remnants yielded by cell cleavage (indicated by white arrowheads). Scale bar represents 100  $\mu\text{m}$ .

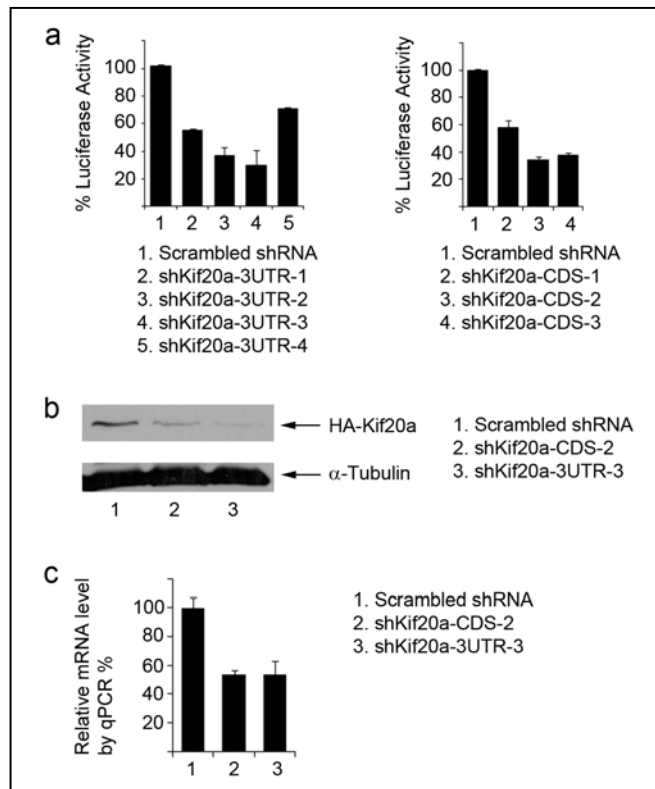

### Supplementary Figure 5 Screening of KIF20A shRNAs

**a.** Screen of shRNAs by luciferase assay. shRNAs and their cDNA target in psi-CHECK Vector (Promega, C8021) were co-transfected into HEK293 cells in triplicates; 48 hours later, the firefly and *Renilla* Luciferase values were determined with Promega's Dual-Luciferase® Reporter Assay System (E1910). The final inhibition unit was the normalized value (Renilla/Firefly). Candidate shRNAs (four against KIF20A-3UTR and three against KIF20A-CDS) were tested with this assay. Data are mean  $\pm$  S.D.

**b.** Validation of shRNAs in transfected Hek cells Western Blot. shKIF20A-CDS#2 and shKIF20A-3UTR#3 (based on luciferase screen) were further tested by co-transfection with an expression plasmid of HA-KIF20A into HEK293 cells. Cell extracts were prepared 48 hours after transfection for Western Blot. Significant knockdown effect by the two shRNAs could be detected with  $\alpha$ -tubulin as a loading control. Sequences of shKIF20A-CDS#2 and shKIF20A-3UTR#3 were described in Experimental Procedures.

**c.** Validation of shRNA efficiency in electroporated cortical cells. shRNA plasmids were electroporated into the cortices at E13.5, brains were collected at E15.5 and GFP positive cells were isolated by fluorescence-activated cell sorting (FACS). qPCR was performed on reverse transcribed RNA samples made from the sorted cells in triplicates. Data are mean  $\pm$  S.D.

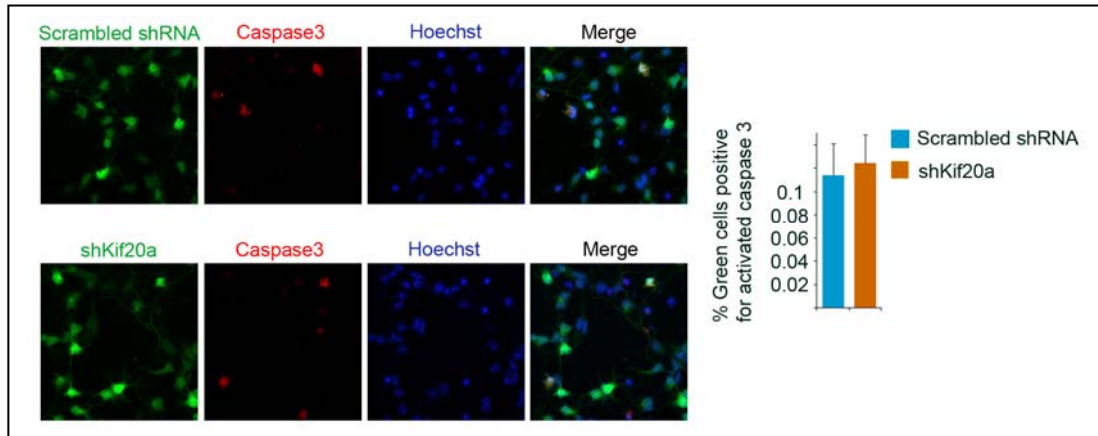

**Supplementary Figure 6 Status of apoptosis in cortical cells expressing shKif20a** shKif20a or control shRNA was introduced into dissociated cells derived from the E13.5 mouse cortices by lentiviral expression. After culturing for two days post infection, the cells were fixed for staining with antibody against activated caspase 3. Percentages of green cells that are positive for activated caspase 3 were scored. Very few cortical cells showed signs of apoptosis and no obvious difference was observed between shKif20a- or control shRNA-expressing cells.  $P=0.49$  (Student's t-test).

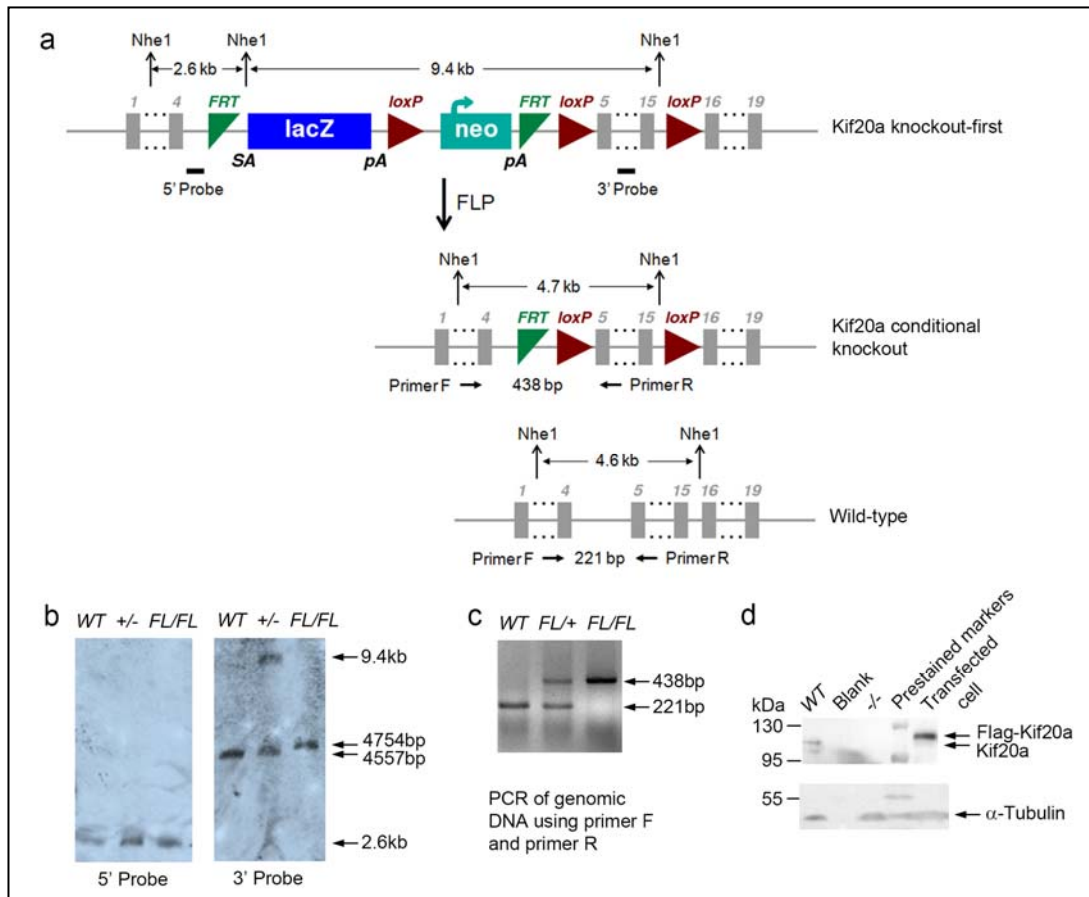

### Supplementary Figure 7 Generation of *Kif20a* knockout-first (germline) and conditional mice

**a.** Illustration of targeting (based on International Mouse Phenotyping Consortium) and validation strategy. Two independent probes were designed for Southern blot using genomic DNAs digested with *Nhe1* enzyme. Removal of the LacZ and Neomycin cassette by flippase (FLP) converted knockout-first strain to conditional knockout. PCR primers for genotyping conditional and wild-type alleles were indicated.

**b.** Southern blot on genomic DNAs from embryos of different genotypes confirmed the genetic targeting.

**c.** PCR using primers described in (a) could distinguish between the conditional and wild-type alleles.

**d.** Whole cell extracts made from WT (wild-type) or +/- (homozygous germline knockout) forebrains of E12.5 littermates were probed with an anti-KIF20A antibody. Flag-KIF20A expressed from HEK293 cells was used as a control for KIF20A detection and  $\alpha$ -Tubulin was used as a loading control for brain cell extracts.

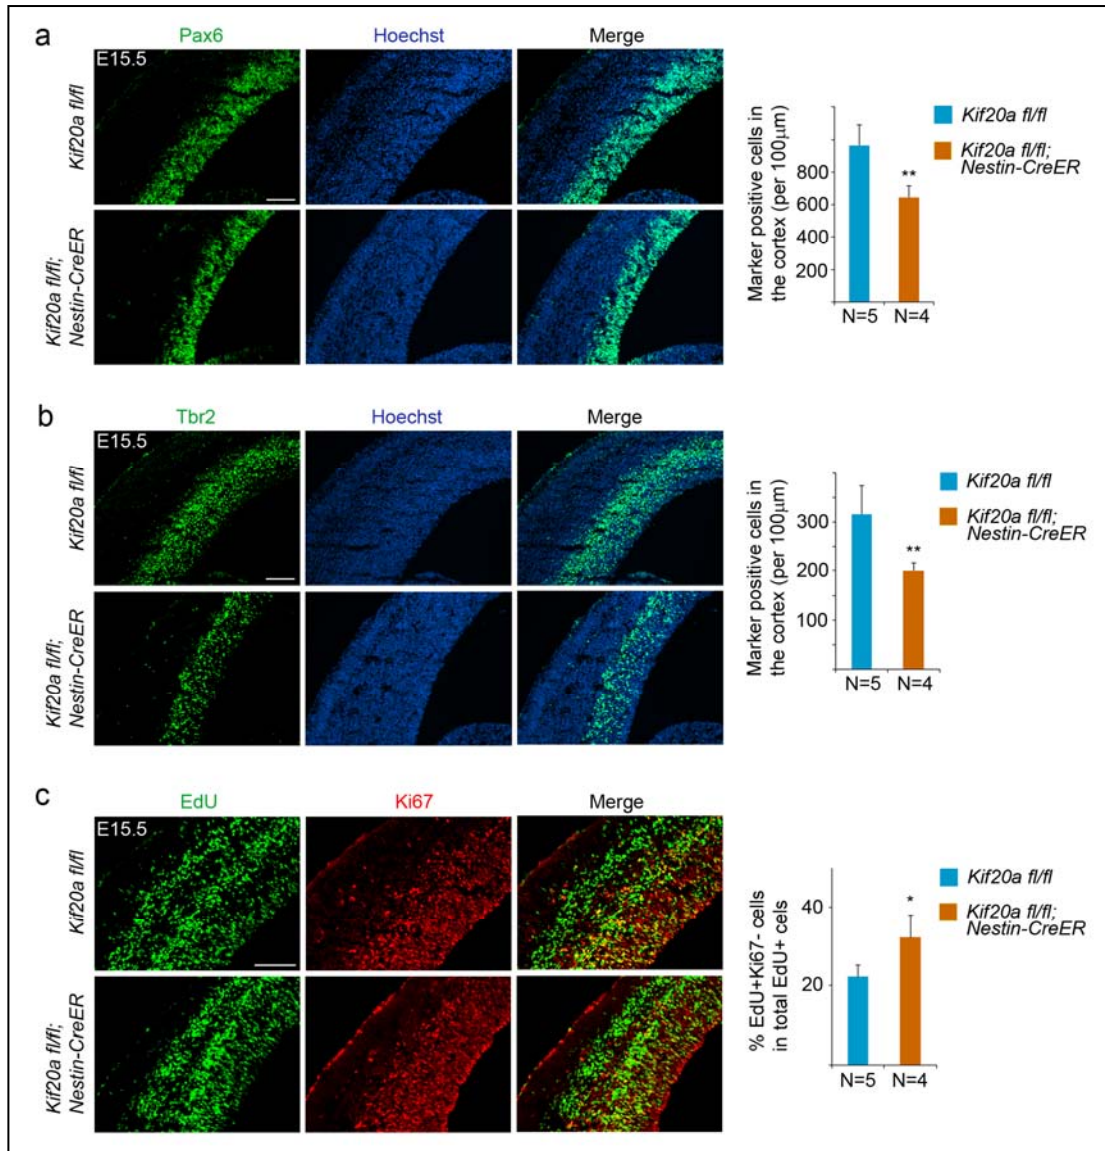

### Supplementary Figure 8 Inducible knockout of *Kif20a* causes a loss of cortical NPCs

**a.** Inducible *Kif20a* knockout caused a loss of Pax6<sup>+</sup> radial glial cells. Tamoxifen was administered at E9.5 and E10.5 consecutively. \*\*P<0.01. Scale bar represents 100  $\mu$ m.

**b.** Inducible *Kif20a* knockout brains had fewer Tbr2<sup>+</sup> intermediate progenitor cells. \*\*P<0.01. Scale bar represents 100  $\mu$ m.

**c.** Inducible *Kif20a* knockout caused early cell cycle exit in cortical neural progenitor cells. EdU was injected at E14.5 and the labeled brains were collected for analyses 24 hours later. \* P<0.05. Scale bar represents 100  $\mu$ m.

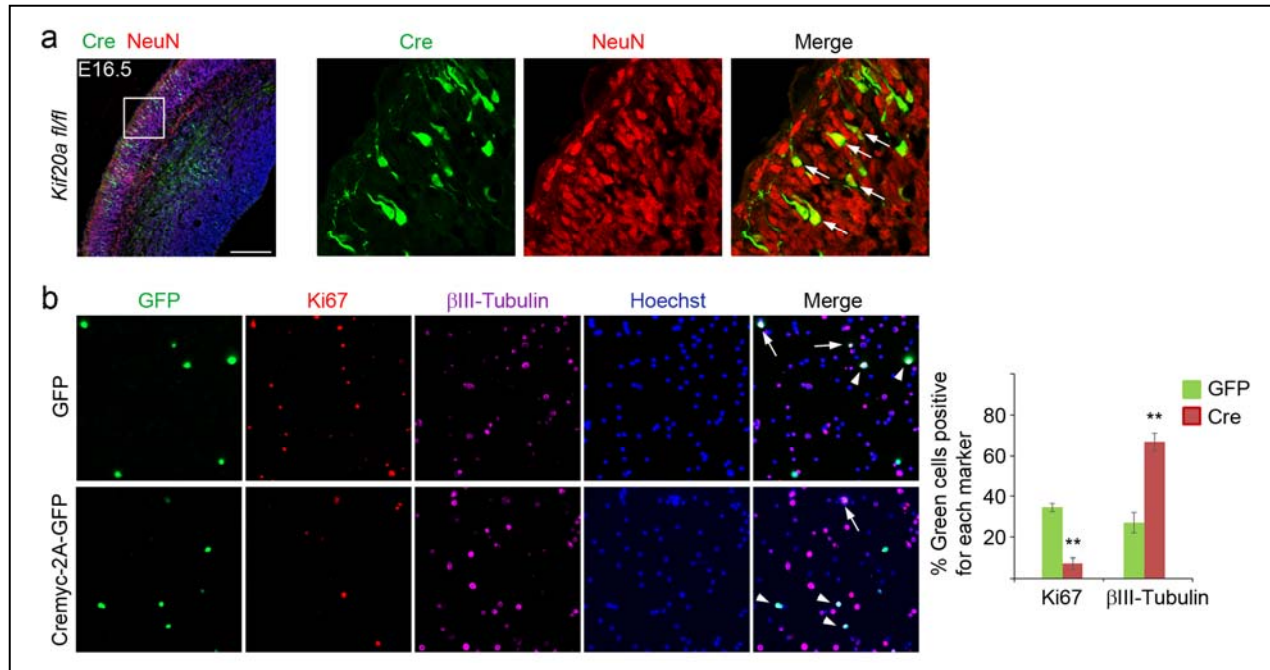

**Supplementary Figure 9 Early neuronal differentiation in IUE-mediated conditional knockout of *Kif20a* in the cortex**

**a.** In the cortices of *KIF20A<sup>fl/fl</sup>* conditional knockout mice, Cre-expressing cells (GFP<sup>+</sup> cells) that have migrated into the CP were positive for NeuN, suggesting early differentiation into neurons due to *Kif20a* knockout. Arrows indicated examples of GFP<sup>+</sup>NeuN<sup>+</sup> cells. Scale bar represents 100  $\mu$ m.

**b.** CAG-Cremyc-2A-GFP or control GFP plasmids were introduced into the cortices of *KIF20A<sup>fl/fl</sup>* conditional knockout mice by IUE at E13.5. Dissociated cortical cells from electroporated brains (collected at E16.5) were prepared, plated down on poly-D-lysine-coated coverslip and cultured for 2 hours. Expression of proliferating cell marker Ki67 or neuronal marker  $\beta$ III-tubulin was then examined. Arrows and arrowheads indicated examples of Ki67<sup>+</sup> and  $\beta$ III-tubulin<sup>+</sup> cells, respectively. \*\* P<0.01. Error bars represent SD.

**a**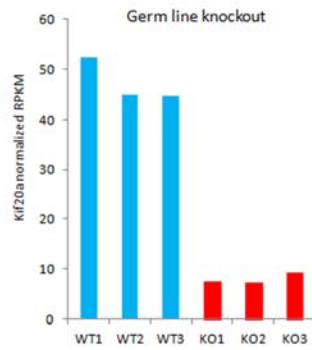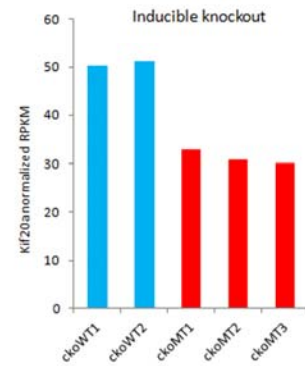**b**

| Germ line knockout  |         |        |        |        |           |
|---------------------|---------|--------|--------|--------|-----------|
|                     | Symbol  | WT     | KO     | Log2FC | P-value   |
| Down-regulated gene | Fabp7   | 542.59 | 295.38 | -0.80  | 0.00405   |
|                     | Cnd2    | 384.52 | 207.34 | -0.92  | 0.007972  |
|                     | Snn     | 71.41  | 38.65  | -0.98  | 0.000762  |
|                     | Cycs    | 56.69  | 36.91  | -0.65  | 0.020007  |
|                     | Kif20a  | 47.41  | 8.02   | -2.54  | 1.68E-23  |
|                     | Arf2    | 40.94  | 27.50  | -0.63  | 0.011835  |
| Up-regulated gene   | Eno1b   | 301.54 | 678.89 | 1.05   | 0.004553  |
|                     | Eno1    | 240.63 | 562.79 | 1.08   | 0.003438  |
|                     | Ldha    | 241.85 | 524.52 | 1.03   | 0.002327  |
|                     | Pgk1    | 230.93 | 431.48 | 0.85   | 0.008759  |
|                     | Tpi1    | 181.48 | 371.02 | 0.94   | 0.004883  |
|                     | Aldoa   | 96.27  | 331.58 | 1.53   | 0.000171  |
|                     | Igfbp2  | 126.07 | 313.44 | 1.18   | 0.00111   |
|                     | Fam162a | 93.94  | 207.62 | 1.01   | 0.001415  |
|                     | Ddit4   | 28.86  | 191.63 | 2.04   | 0.001568  |
| Inducible knockout  |         |        |        |        |           |
|                     | Symbol  | ckoWT  | ckoMT  | Log2FC | P-value   |
| Down-regulated gene | Kif20a  | 50.73  | 31.31  | -0.70  | 3.38E-17  |
|                     | Rspo1   | 39.61  | 23.07  | -0.84  | 0.000228  |
|                     | Wnt8b   | 33.67  | 23.09  | -0.60  | 0.006169  |
|                     | Rspo2   | 22.91  | 13.95  | -0.81  | 0.005882  |
|                     | Kdm6a   | 19.54  | 12.64  | -0.63  | 1.50E-11  |
|                     | Foxj1   | 16.98  | 9.60   | -0.84  | 2.83E-06  |
|                     | Slc6a15 | 15.61  | 10.36  | -0.61  | 0.000111  |
|                     | Clic6   | 12.63  | 8.43   | -0.61  | 0.001301  |
|                     | Dkk3    | 9.20   | 5.94   | -0.65  | 0.000138  |
|                     | Nfatc4  | 9.22   | 5.87   | -0.68  | 0.000167  |
| Up-regulated gene   | Fgf15   | 34.36  | 51.54  | 0.59   | 8.77E-06  |
|                     | Eif2s3y | 0.00   | 21.58  | 9.87   | 4.11E-195 |
|                     | Robo3   | 7.75   | 13.06  | 0.70   | 0.000166  |
|                     | Kdm5d   | 0.00   | 9.95   | 10.38  | 1.07E-275 |
|                     | Gli1    | 4.56   | 7.92   | 0.79   | 7.02E-08  |
|                     | Syt4    | 4.12   | 6.86   | 0.74   | 7.17E-07  |

**c**

Biological processes enriched in down-regulated (red) and up-regulated (green) genes from germ line knockout

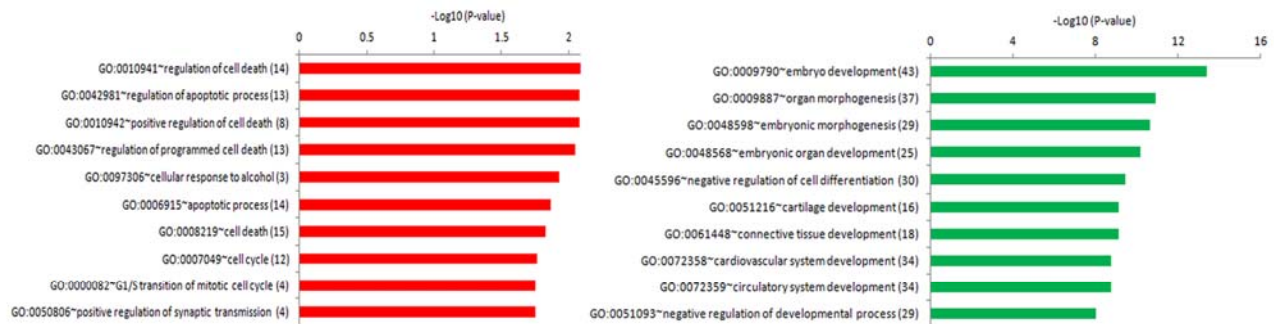

Biological processes enriched in down-regulated (red) and up-regulated (green) genes from inducible knockout

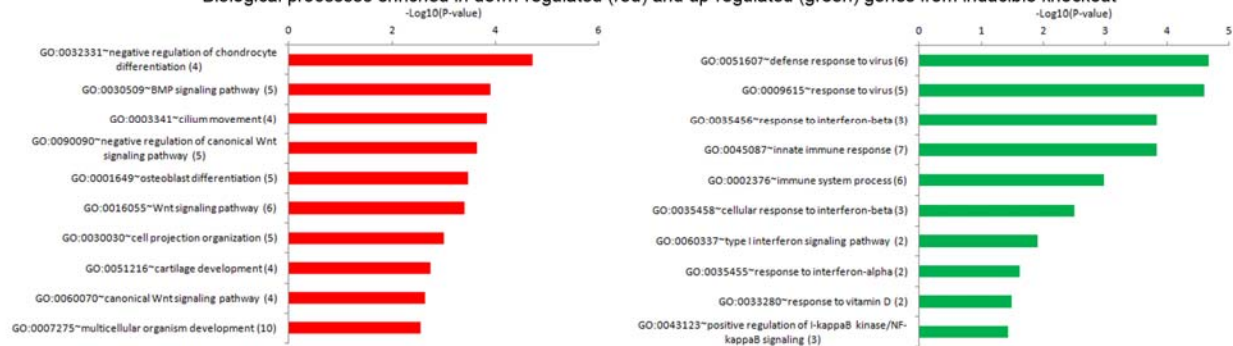

**Supplementary Figure 10 Changes of gene expression patterns in the cortex of *Kif20a* knockout mice**

**a.** RNA-seq data were obtained from the E12.5 cortical cells derived from germline or inducible *Kif20a* knockouts. The residue Kif20a RNA-seq signal in the three germline knockouts were located in the exons #1-4 (data not shown), consistent with the knockout-first strategy illustrated in Figure S7a, in which insertion of the LacZ-Neo cassette disrupts the production of Kif20a full length transcript. 

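Kif20a lies on chromosome 18 of NCBIM37, the assembly also called mm9, from 34784278 to 34792919 on the plus strand (ENSMUSG00000003779.8 in GENCODE M1). It had 2477 ± 194 normalized counts in the germline wild-type and 429 ± 67.1 in the germline knockout libraries (SD, n = 3 each), a log2 fold change of -2.54 (standard error 0.15, adjusted p = 0.00845, limma with Benjamini-Hochberg adjustment). The knockouts kept 17.3% of the wild-type level, between 15.1% and 20.3% per library, and the highest knockout library (503 normalized counts) lay under the lowest wild-type library (2295). A two-sided exact permutation test gave p = 0.1, the smallest that 3 against 3 libraries allow. With each library left out in turn the log2 fold change stayed between -2.66 and -2.44, and the adjusted p lay between 0.00113 and 0.185 (limma with Benjamini-Hochberg adjustment), above 0.05 in the fits without knockout replicate 1 or any 1 of the wild-type libraries. The Kif20a transcript has 19 exons with 3567 bases. Exons 1 to 4, ahead of the cassette (34784687 to 34786668), hold 625 bases, or 17.5%. The deposited values are sums over all exons of a gene, so where in the gene the remaining reads lie was not analysed here.

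The last exons of Kif20a overlap Cdc23, a neighbouring gene on the minus strand (34790605 to 34811389), over 1259 exon bases, and the paper's text does not say whether reads were counted by strand. Cdc23 went from 2587 ± 56.5 to 1832 ± 141 normalized counts in the germline knockouts (log2 fold change -0.50, standard error 0.11). In the inducible knockouts its log2 fold change was -0.015 (standard error 0.052).

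**Figure D2:**
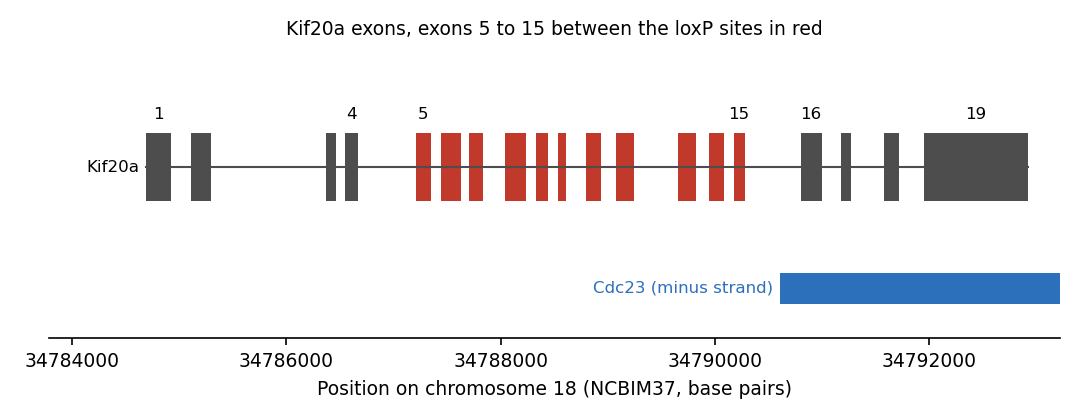
Exons of Kif20a to scale along chromosome 18 of NCBIM37, in base pairs, with exons 5 to 15 between the loxP sites in red and the overlapping end of Cdc23 in blue. Exons 1 to 4 hold 17.5% of the exon bases, and Cdc23 begins at 34790605.

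**Figure D3:**
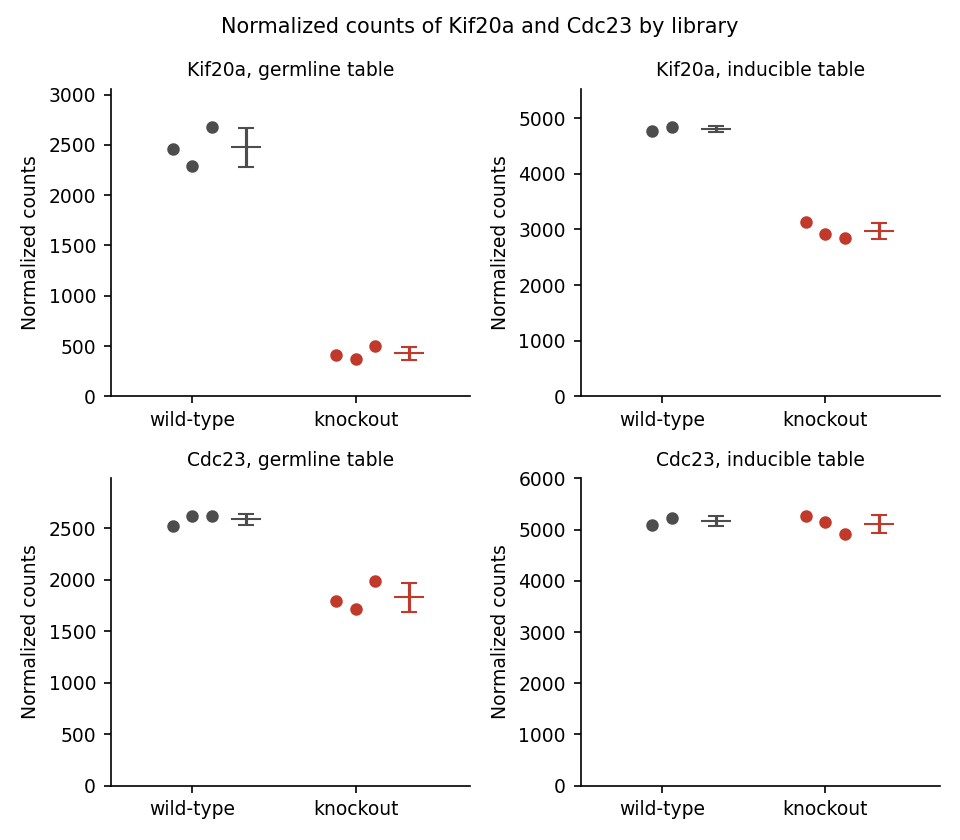
Normalized counts of Kif20a and Cdc23 by library in the germline and the inducible comparison. Each point is a library and the bars give mean and SD. Kif20a sits between 374 and 503 in the germline knockouts and between 2853 and 3125 in the inducible knockouts, under every wild-type library of its comparison.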

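In the inducible comparison Kif20a had 4760.2 and 4844 normalized counts in the wild-type and 3125, 2915 and 2853 in the knockout libraries, means of 4802 ± 59.4 (SD, n = 2) and 2964 ± 143 (SD, n = 3). The log2 fold change was -0.70 (standard error 0.057, adjusted p = 0.0107, limma with Benjamini-Hochberg adjustment), and 61.7% of the wild-type level remained, between 59.4% and 65.1% per library. The groups did not overlap, and a two-sided exact permutation test gave p = 0.1, the smallest that 2 against 3 libraries allow. With each library left out in turn the log2 fold change stayed between -0.74 and -0.67. Without knockout replicate 2 the adjusted p was 0.162 (limma with Benjamini-Hochberg adjustment), within a range of 0.0153 to 0.162 over the 3 fits that each left out a knockout library. The loxP sites flank exons 5 to 15 as the targeting design is drawn in Supplementary Fig. 7a. These exons hold 1551 bases, or 43.5% of the exon bases of Kif20a, and the exons outside the loxP sites hold 56.5%. The deposited counts add reads of both parts together.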

The three inducible *Kif20a* knockouts showed significant levels of Kif20a RNA-seq signal and this could be due to varied levels of Cre expression in cortical cells.

**b.** The RNA-seq data revealed 80 down-regulated genes and 193 up-regulated in the germline mutant brains and 59 down-regulated genes and 47 up-regulated in the inducible knockout brains (Fold change  $\geq 1.5$ ; P value  $\leq 0.05$ ). 

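Supplementary Fig. 10b names 15 germline and 16 inducible genes, Kif20a among both. Of the germline genes listed as down-regulated, Ccnd2 went from 30068 ± 6819 to 15899.5 ± 4014 normalized counts (SD, n = 3 each; log2 fold change -0.92, standard error 0.25), and the log2 fold changes of Snn, Fabp7, Cycs and Arf2 were -0.98, -0.80, -0.65 and -0.63. Every knockout library was lower than every wild-type library for all 5. Leaving out knockout replicate 2 moved Snn to -0.64 and Cycs to -0.43, and leaving out wild-type replicate 1 moved Fabp7 to -0.52. Of the up-regulated genes, Aldoa went from 2424 ± 249.7 to 8369 ± 5544 normalized counts (log2 fold change 1.53, standard error 0.51), and Ldha, Pgk1, Tpi1, Eno1, Igfbp2, Fam162a and Ddit4 had log2 fold changes of 1.02, 0.85, 0.94, 1.08, 1.18, 1.00 and 1.92. Eno1b is listed at 2 positions, on chromosomes 4 and 18. At the first its counts in the knockouts (13849 ± 7014) differed little from those of Eno1 (13855 ± 7015), so reads of near-identical sequence appear under both names and the 2 genes are not separate measurements. Ddit4, whose P was 0.0803 in limma, had 3245, 9151 and 488 normalized counts in knockout replicates 1 to 3 and 649 ± 98.4 in the wild-type libraries, and its log2 fold change was 0.97 without replicate 2. That of Eno1 was 0.71 without replicate 2. Apart from Kif20a, each of these germline genes had an adjusted p of 0.779 (limma with Benjamini-Hochberg adjustment). Adjusted over the list alone 15 of the 16 entries passed, and over all genes tested 1 did. The paper chose the list on these same libraries, so the first count is not independent evidence.

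Of the inducible genes listed as down-regulated, Rspo1 went from 1774 ± 257 (SD, n = 2) to 1033 ± 343 normalized counts (SD, n = 3; log2 fold change -0.84, standard error 0.28). Foxj1, Rspo2, Nfatc4, Dkk3, Kdm6a, Clic6, Slc6a15 and Wnt8b had log2 fold changes of -0.84, -0.81, -0.68, -0.65, -0.63, -0.61, -0.61 and -0.60, and for all 9 the groups did not overlap. Rspo2 and Wnt8b had a P of 0.0552 and 0.0509 in limma. Without knockout replicate 3 the log2 fold changes of Rspo1, Rspo2 and Wnt8b were -0.52, -0.40 and -0.30. Kdm6a lies on the X chromosome, in a comparison where the Y-linked Kdm5d and Eif2s3y were listed at 0 in both wild-type libraries. Of the up-regulated genes other than the Y-linked Kdm5d and Eif2s3y, Gli1 went from 409 ± 15.0 to 711 ± 106 normalized counts (log2 fold change 0.79, standard error 0.13), and Syt4, Robo3 and Fgf15 had log2 fold changes of 0.74, 0.70 and 0.59. Robo3 was at 0.44 without knockout replicate 1 and Fgf15 at 0.38 without wild-type replicate 2. Adjusted over the list alone 14 of these 16 genes passed and over all genes tested 3 did, Kdm5d, Eif2s3y and Kif20a, again on a list that the paper chose from these libraries.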

The top few genes of each group were listed.

**c.** DAVID bioinformatics analysis program was used to identify biological processes that were associated with down- or up-regulated gene groups. The top biological processes of each group were shown. Down-regulation of cell cycle genes and up-regulation of cell differentiation genes in the germline knockouts were consistent with the observation that LOF of KIF20A promoted cell cycle exit and differentiation.

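Among single genes of cell division, Ccnd1 had 4586 ± 1722 normalized counts in the germline wild-type and 4727 ± 1991 in the germline knockout libraries (SD, n = 3 each; log2 fold change 0.016, standard error 0.43, adjusted p = 0.995, limma with Benjamini-Hochberg adjustment). Ccnd2, counted in the radial glial progenitor list, went from 30068 ± 6819 to 15899.5 ± 4014, a log2 fold change of -0.92 (standard error 0.25). Its groups did not overlap, and its adjusted p was 0.779 (limma with Benjamini-Hochberg adjustment). Hjurp, of the G2/M phase list, went from 4468 ± 172 to 7848 ± 2594, a log2 fold change of 0.76 (standard error 0.23). Cdkn1a, which encodes a cell cycle inhibitor, had a log2 fold change of 0.53 (standard error 0.29), with overlapping groups. Of the markers of the neuronal lineage, Dcx had 5224, 26719 and 6998 normalized counts in germline knockout replicates 1 to 3, against 12490.5 ± 529 in the wild-type libraries. Tubb3 had 4888, 14813 and 6147, against 9114 ± 1222. Eomes, a marker of intermediate progenitors, had 689, 3024 and 1223, against 1846 ± 155. For these 3 genes replicate 2 lay above and replicates 1 and 3 below every wild-type library. Pax6, a marker of radial glia, went from 2298 ± 39.8 to 2746 ± 851, with overlapping groups.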

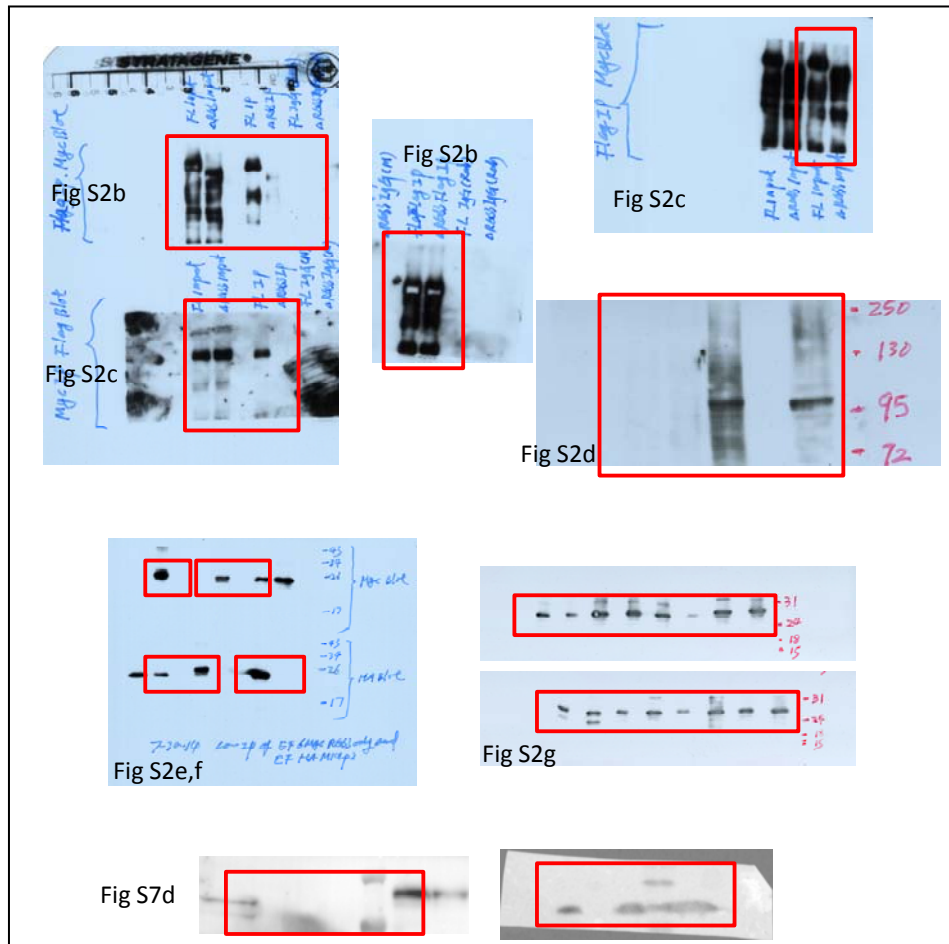

**Supplementary Figure 11 Original blots for images used in Supplementary Figure S2b-g and S7d**

# Supplementary material for: KIF20A/MKLP2 regulates the division modes of neural progenitor cells during cortical development
**Source:** Nat Commun. 2018 Jul 13;9:2707. doi: 10.1038/s41467-018-05152-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: RNAs obtained from cortical cells of littermates of E12.5 wildtypes and germline Kif20a knockouts were sequenced by deep sequencing. Genes differentially expressed between wild-type and homozygous mutant cortical cells were summarized in this excel file.

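Supplementary Data 1 gives, for each gene called by the paper, a value per library scaled by gene length, a log2 fold change and a P value. All 80 down-regulated and 193 up-regulated genes were found among the tested genes and changed in the same direction in the deposited normalized counts, and 32 and 116 of them passed the fold change and P thresholds in limma here. Another 61 lower and 172 higher genes that passed here are not in the list. The 289 higher genes also count Eno1b a second time, since it is listed once in Supplementary Data 1 and at 2 positions here. The log2 fold changes of the 273 genes had a Spearman's rho of 0.999 across genes, which are not independent replicates, and 249 of them differed by less than 0.1. Over 269 genes, the pattern of values matched the deposited wild-type replicates 1, 2 and 3 to the columns that the table numbers 2, 3 and 1, with median deviations of 1.61e-05, 0.066 and 0.066 on the log2 scale, and matched the knockout replicates to the columns with the same numbers. Every mean over the wild-type libraries is unaffected by this numbering. Of the 193 up-regulated genes, 191 were above every wild-type library in knockout replicate 1, 169 in replicate 2 and 125 in replicate 3. Chance gives 25% for genes not chosen on these libraries, whereas the paper chose these genes as changed in the same libraries, so only the differences between the 3 libraries are of interest. Their median log2 ratios to the wild-type mean were 1.07, 1.30 and 0.35. Of the 80 down-regulated genes, 80, 55 and 59 were below every wild-type library, with medians of -1.12, -0.99 and -0.47.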

File Name: Supplementary Data 2

Description: RNAs obtained from cortical cells of littermates of E12.5 wildtypes and conditional Kif20a knockouts were sequenced by deep sequencing. Tamoxifen was administered at E9.5 and E10.5 consecutively. Genes differentially expressed between wild-type and homozygous conditional knockout cortical cells were summarized in this excel file.

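Supplementary Data 2 has the same layout for the inducible comparison. All 59 down-regulated and 47 up-regulated genes were found among the tested genes with the same direction, and 42 and 41 of them passed the thresholds in limma. Another 27 lower and 72 higher genes passed here and are not in the list. All 106 log2 fold changes differed by less than 0.1 from those computed from the deposited values, and over 70 genes each library matched the column of its own number. Of the 47 up-regulated genes, 42, 46 and 46 were above both wild-type libraries in knockout replicates 1, 2 and 3, with median log2 ratios of 1.01, 0.89 and 0.76. Chance gives 33.3% for genes not chosen on these libraries, which does not apply to a list that the paper chose from them. Of the 59 down-regulated genes, 55, 57 and 57 were below both, with medians of -0.61, -0.59 and -1.09.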

File Name: Supplementary Movie 1

Description: Dissociated cells derived from the E13.5 cortices of the DcxmRFP reporter mice were infected with lentiviruses for expression of control shRNA or shKif20a. Live cell images were taken at 12min intervals for 48 hours. This movie shows images of phase contrast and RFP channels of a progenitor-progenitor division.

File Name: Supplementary Movie 2

Description: This movie shows corresponding images of GFP and RFP channels of movie 1. GFP represents shRNA expression.

File Name: Supplementary Movie 3

Description: Dissociated cells derived from the E13.5 cortices of the DcxmRFP reporter mice were infected with lentiviruses for expression of control shRNA or shKif20a. Live cell images were taken at 12min intervals for 48 hours. This movie shows images of phase contrast and RFP channels of a progenitor-neuron division.

File Name: Supplementary Movie 4

Description: This movie shows corresponding images of GFP and RFP channels of movie 3. GFP represents shRNA expression.

File Name: Supplementary Movie 5

Description: Dissociated cells derived from the E13.5 cortices of the DcxmRFP reporter mice were infected with lentiviruses for expression of control shRNA or shKif20a. Live cell images were taken at 12min intervals for 48 hours. This movie shows images of phase contrast and RFP channels of a neuron-neuron division.

File Name: Supplementary Movie 6

Description: This movie shows corresponding images of GFP and RFP channels of movie 5. GFP represents shRNA expression.

How the deposited data were processed for this re-analysis (not part of the article)

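RNA from cortical cells of E12.5 embryos was measured by RNA-seq in 2 comparisons. The germline comparison holds 3 wild-type and 3 knockout libraries, and the inducible comparison 2 wild-type and 3 knockout libraries. Conditions and replicate numbers were taken from the sample labels and the paper, and every library was mapped. The labels name the tissue forebrain where the paper names cortex.

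The authors selected poly(A) RNA, sequenced it on an Illumina instrument, aligned the reads to mm9 with TopHat at default settings, counted reads on RefSeq exons once per gene and normalized the counts with the trimmed mean of M-values in edgeR. The deposited signal is a table of normalized counts per gene for each comparison, equalized between the libraries of that table by the authors. The scaling by gene length and the log2 step that the paper's methods name next are not in these values. They are not whole numbers, so no count model was fitted. Each table lists 20475 genes, with 6 symbols at 2 positions and 20 genes on the Y chromosome. No per-sample column was left unused (0 of them). The normalization assumes that most genes do not change, so a change shared by most genes would not show. Each comparison was normalized alone, and no level was compared across them.

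The relative depth of each library was estimated from its most frequent value between 0.6 and 1.9, taken as 1 read. This value was 0.729, 1.50 and 0.784 normalized counts in the germline wild-type and 1.18, 0.887 and 1.00 in the germline knockout libraries. It was 0.986 and 1.07 in the inducible wild-type and 0.967, 0.921 and 1.06 in the inducible knockout libraries. The estimate is rough, since the values are not multiples of a read. Germline wild-type replicate 2 and knockout replicate 1 hold 1572 and 1256 values above 0 and under 0.3, and inducible wild-type replicate 2 and knockout replicate 3 hold 581 and 747, against at most 10 in any other library. Why these values lie under 1 read was not tested. The 2 germline libraries also have equal numbers of genes at 0 (2861 each), so a value of 0 does not mean the same in every library. As the filter of 10 normalized counts leaves genes with few reads in, 3 counts were taken as the floor under which levels have no order. Spearman's rho between pairs of germline libraries across genes lay between 0.966 and 0.992, lowest for knockout replicates 1 and 2, and between 0.992 and 0.995 for the inducible libraries.

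Values were analysed as log2(normalized count + 1) in R 4.3.3 with limma 3.58.1, by lmFit and eBayes with a mean-variance trend, two-sided. Genes with a mean of at least 10 normalized counts over the libraries of a table were tested, 13938 in the germline and 14081 in the inducible comparison. Genes were counted at the paper's thresholds, a fold change of at least 1.5 and an unadjusted P of at most 0.05. The paper's text does not name the test behind its P values or an adjustment. Benjamini-Hochberg adjustment over all genes tested was added, with a threshold of 0.05. Kif20a was also tested by an exact permutation test, whose smallest two-sided p is 0.1 for 3 against 3 and for 2 against 3 libraries. Log2 fold changes are on the log2(normalized count + 1) scale. Folds against a group whose libraries all lie at or under 3 counts were computed against 3 and are lower bounds.

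The design, the 23 gene lists, the rule for named genes and the alternatives, apart from those named as added later, were fixed before the data were examined. The design assumed values scaled by gene length. Because the tables hold normalized counts, the pseudocount of 0.1 and the mean of at least 0.5 on that scale were replaced by a pseudocount of 1 and a mean of at least 10 normalized counts, and the scale that the design assumed was run as an added alternative. Named genes are Kif20a, the genes of Supplementary Fig. 10b, single genes of reported lists, and in each comparison and direction the 5 genes with the largest log2 fold change among those past the thresholds whose groups do not overlap.

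The Gene Ontology and the DAVID database were not used here. The lists cover S phase, G2/M phase, neuronal differentiation, radial glial progenitor, intermediate progenitor, p53 target, hypoxia and glycolysis, interferon response, cortical hem and choroid plexus, motile cilia, diencephalon, ventral telencephalon, cranial mesenchyme, endothelium, erythroid, microglia, lung epithelium, Y-linked genes, X-linked genes, the neighbours of Kif20a, proteins named in the study, and the germline and the inducible genes of Supplementary Fig. 10b. They were written from general knowledge and partly after reading Supplementary Data 1 and 2, which hold 18 of the 39 hypoxia and glycolysis genes, 9 and 9 of the 21 hem genes, 13 of the 33 interferon genes and 15 of the 23 motile cilia genes. Supplementary Data 1 also holds 6 of the 18 diencephalon, 3 of the 20 cranial mesenchyme, 3 of the 25 p53 target, 3 of the 22 radial glial progenitor, 3 of the 31 neuronal differentiation, 2 of the 13 endothelium, 1 of the 14 microglia and 1 of the 56 G2/M phase genes. Supplementary Data 2 holds 4 of the 14 microglia, 2 of the 12 lung epithelium and 1 each of the diencephalon, endothelium, neuronal differentiation and p53 target genes. For all these lists a test is not wholly independent evidence. Of 453 list genes, 446 were found in the tables. Lists with at least 5 tested genes were tested with camera on the limma fit, with an inter-gene correlation of 0.01, and with fry, and adjusted over all lists of a comparison. Lists for midbrain and hindbrain and for hypothalamus were added later.

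The steps were tested on simulated data with known changes. All simulated changes lay well above the 1.5-fold threshold, so the shares that passed do not cover smaller changes. Of 199 changed genes among 13820 simulated for the germline design, 85.9% passed the fold change and P thresholds and 89 passed the adjusted threshold, with 5 unchanged genes. Of 195 among 14004 for the inducible design, 97.4% passed the thresholds and 163 the adjusted threshold, with 7 unchanged genes. Unchanged genes also passed the fold change and P thresholds, 359 of them or 2.64% for the germline design and 136 or 0.985% for the inducible design, against 382 and 182 genes that passed them in the real libraries. Noise was simulated for each gene on its own, so no simulated library stood apart as germline knockout replicate 2 does. The simulated and real counts are therefore not like for like.

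Alternatives were pseudocounts of 10 and 0.1, no filter on low values, a mean of at least 20, rescaling by the median ratio to the geometric mean, quantile normalization, array weights, robust eBayes, the replicate number as a block, each library left out in turn, the mean of the Y-linked genes as a covariate in the germline comparison, and the inducible counts without the listed Y-linked and X-linked genes. Gene positions come from GENCODE M1 on NCBIM37, which is mm9. Tables and figures were handled with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. Reads over single exons and the genotype or sex of single embryos were not analysed here.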

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

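The tests on rescaling, the cassette, the recombinase transgene and the sex of the embryos were chosen after the result was seen, whereas the lists for midbrain and hindbrain and for hypothalamus were written before their values were looked up.

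En2 had 24.48, 22.9 and 20.1 normalized counts in the germline knockouts and at most 0.92 in the wild-type libraries, at least 7.50-fold higher, and the paper does not discuss it. A list of 14 marker genes argued against RNA of midbrain or hindbrain cells, which express En2, as a source common to the 3 knockouts. Of the 6 that passed the filter on low values, 0 were higher in every knockout than in every wild-type library. The most abundant, Fgf17, had 190.1 ± 105 normalized counts in the wild-type and 180 ± 98.4 in the knockout libraries (SD, n = 3 each), too variable to show a small share. Against the wild-type mean, the list median was 1.23, -1.26 and 0.36 in knockout replicates 1 to 3 and at most 0.59 in the wild-type libraries. En1, which did not pass the filter, had 29.2, 0 and 4.02 normalized counts in these replicates and at most 0.42 in the wild-type libraries. Such cells are therefore not excluded for replicate 1. None of these 14 genes is on another list or in Supplementary Data 1. A candidate explanation that stays open is reads of the targeting cassette, since knockout-first cassettes of this kind commonly carry a splice acceptor of En2. The inducible mice have lost the cassette, and 0 of the 3 inducible knockout libraries had En2 above both inducible wild-type libraries. The reads themselves were not examined, and a change of the endogenous gene was not tested apart from this.

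Esr1 had 142, 163 and 135 normalized counts in the inducible knockouts and at most 0.987 in the wild-type libraries, at least 48.8-fold higher, and the paper does not discuss it. RNA of hypothalamic cells was argued against by a list of 12 marker genes, of which 1 is on another list and 0 are in Supplementary Data 2. Of the 9 that passed the filter, 0 were higher in every knockout than in both wild-type libraries, and the most abundant, Nkx2-1, had 990.3 ± 1289 normalized counts in the wild-type (SD, n = 2) and 979 ± 819 in the knockout libraries (SD, n = 3). A candidate explanation is reads of the CreERT2 transgene, whose ligand-binding part comes from an estrogen receptor. In its favour, 0 of the 3 germline knockout libraries, which lack the transgene, had Esr1 above the floor. Esr1 would then mark the transgene in the libraries and not a change of the endogenous gene. The reads were not examined.

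Rbmy, Gm21708, Gm21704, Gm21693 and Gm21677, all on the Y chromosome, were listed at 0 in both inducible wild-type libraries, and their mean in the knockouts was 6.06, 5.85, 5.74, 5.74 and 5.74 times the floor of 3 counts. The last 3 had identical values, so near-identical copies share their reads and the 5 genes are not separate measurements. Along with Kdm5d, Eif2s3y and Uty, they are what knockout libraries from male embryos and wild-type libraries from female embryos would give. Ddx3y, with 393, 2.0 and 188 normalized counts in the knockouts, is an exception in knockout replicate 2. In that case X-linked genes that escape inactivation would be lower in the knockouts, and 3 of the 4 listed X-linked genes were lower in every knockout library, Kdm6a (-0.63 on the log2 scale), Eif2s3x (-0.52) and Kdm5c (-0.42), against -0.075 for Ddx3x. Sex and genotype coincide in this comparison. Kdm6a, Kdm5d and Eif2s3y, which the paper lists among the changed genes, lie on the sex chromosomes.

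For 9 of 47 named genes and 1 of 20 lists, every germline knockout library lay on one side of all its wild-type libraries and every inducible knockout library on the other side, where chance gives 1%. The genes were chosen as changed in at least 1 comparison, which raises this share. The differences between the germline and the inducible log2 fold change were not tested, because the comparisons were normalized separately. They were 2.72 for Bmp2 (1.37 against -1.34), 1.84 for Rspo2 (1.03 against -0.81), 1.63 for Rspo1 (0.80 against -0.84), 1.60 for Igfbp2 (1.18 against -0.42), 1.50 for Wnt8b (0.90 against -0.60), 1.45 for Nfatc4 (0.77 against -0.68), -2.50 for Kcnv1 (-1.72 against 0.78), -1.06 for Ccnd2 (-0.92 against 0.14) and -0.83 for Cycs (-0.65 against 0.18). Leaving out knockout replicate 3 moved the inducible log2 fold changes of Bmp2, Rspo1, Rspo2 and Wnt8b to -0.75, -0.52, -0.40 and -0.30, leaving out knockout replicate 2 moved the germline value of Cycs to -0.43, and leaving out wild-type replicate 1 moved that of Kcnv1 to -1.02.

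The list was cortical hem and choroid plexus, with a difference of 1.17, from a median of 0.62 in the germline (adjusted p = 1.41e-06, camera) to -0.55 in the inducible knockouts (adjusted p = 3.94e-13, camera), higher for 15 of 19 and 0 of 19 tested genes. Neither call held under fry (adjusted p = 0.253 and 0.346). Rspo1, Rspo2 and Wnt8b belong to this list. Supplementary Data 1 holds 9 of its 21 genes and Supplementary Data 2 holds 9, so these calls are not wholly independent evidence. Against the wild-type mean the medians were 0.66, 0.87 and 0.51 in germline knockout replicates 1 to 3 and -0.29, -0.34 and -1.08 in the inducible ones, and the inducible median was -0.34 without knockout replicate 3 while the germline median was 0.41 without wild-type replicate 1. Scaling between the libraries was argued against, since under the rescalings the smaller medians were 0.63 and -0.55. Of the 10 splits of the 6 germline libraries into groups of 3, 1, the real one, gave a median as far from 0, so with so few splits the germline grouping and a random one cannot be told apart. The hem is a small region at the medial edge of the cortex, so a difference in how much of it each dissection took may also give such a shift. That was not tested, and a difference in genotype or in sex between the groups stays open too.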

How the results depend on the processing

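No tests were chosen after the result was seen here, but the RPKM scale and the block with the numbering of Supplementary Data 1 were added after the data were seen. Where no cause is given, the cause was not tested. DESeq2's size factors were not run, because the tables hold no raw counts.

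The decrease of Kif20a kept its direction under every alternative, at -2.54 to -2.41 in the germline and -0.71 to -0.67 in the inducible knockouts with all libraries kept. The germline hypoxia and glycolysis median stayed at 0.77 to 1.26, the germline hem and choroid plexus median at 0.54 to 0.66 and the inducible one at -0.56 to -0.34, and the inducible interferon median at 0.95 to 1.31. The lowest counts are limited by depth, since a gene near 10 normalized counts rests on few reads.

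With array weights, germline medians of the other sign were 0.0076 for S phase, 0.021 for G2/M phase, -0.12 for radial glial progenitor, -0.025 for intermediate progenitor, 1.12 for cranial mesenchyme (adjusted p = 2.25e-08, camera), 0.35 for erythroid, 0.20 for interferon response, 0.063 for microglia and -0.10 for ventral telencephalon genes and -0.060 for the proteins named in the study. The neuronal median was -0.73 (adjusted p = 4.89e-11, camera), and 484 genes were lower and 560 higher, with 288 of the 382 genes shared. In the inducible comparison the erythroid median was 0.11, that of the neighbours of Kif20a 0.0053, and 18 genes had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment).

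With the Y-linked covariate, germline medians of the other sign were 0.066 for S phase, 0.038 for G2/M phase (adjusted p = 0.0210, camera), -0.021 for radial glial progenitor, -0.051 for intermediate progenitor, 0.40 for cranial mesenchyme (adjusted p = 0.0210, camera), 0.15 for endothelium, 0.23 for erythroid, 0.085 for interferon response and -0.045 for ventral telencephalon genes and -0.0085 for the proteins named in the study. The neuronal median was -0.54 (adjusted p = 4.75e-05, camera), and 110 genes were higher, with 134 of the 382 genes shared.

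Median-ratio rescaling gave germline medians of 0.023 for G2/M phase genes and 0.019 for the neighbours of Kif20a. Quantile normalization gave 0.038 for cranial mesenchyme, 0.018 for interferon response, -0.012 for ventral telencephalon and -0.26 for neuronal genes (adjusted p = 0.0406, camera), and 0.028 for S phase in the inducible knockouts (adjusted p = 0.0238, camera). A pseudocount of 10 gave 0.087 for germline cranial mesenchyme genes.

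Without a filter on low values, more genes were tested, and 180 germline genes were lower, 145 and 212 inducible genes lower and higher, and 13 inducible genes had an adjusted p under 0.05. With a mean of at least 20, fewer were tested and 74 inducible genes were higher. The inducible genes with an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) were 15 with a pseudocount of 0.1, 17 with robust eBayes and 2 without the listed Y-linked and X-linked genes, where Kdm5d, Eif2s3y and Uty drop out by construction. On the RPKM scale 40 inducible genes were lower and 41 higher, so 50.6% of the calls were higher against 62.1% with normalized counts, and the diencephalon median was -0.021.

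The correlations gave no clear sign that the deposited replicate numbers pair the samples. Deviations of same-numbered libraries correlated at -0.12, 0.31 and 0.25 in the germline and -0.35 and -0.051 in the inducible comparison. No such correlation was computed for the numbering of Supplementary Data 1, so a pairing by that numbering stays open. With the replicate block the inducible values were -0.67 for Kif20a (adjusted p above 0.05, limma with Benjamini-Hochberg adjustment), 0.013 for Cdc23, 0.051 for S phase (adjusted p = 0.00142, camera), 0.011 for G2/M phase, 0.019 for neuronal (adjusted p = 0.249, camera), 0.011 for radial glial progenitor, -0.012 for endothelium and -0.11 for ventral telencephalon genes and 0.026 for the neighbours of Kif20a. Knockout replicate 3 has no wild-type library of its number in that comparison, so these values equal those without it, and 110 genes were higher. In the germline comparison Ddit4 passed the thresholds with the block (an unadjusted P of 0.0286 in limma), a setting singled out after seeing the values. With the numbering of Supplementary Data 1 as the block, Kif20a was at -2.54 in the germline (adjusted p = 0.327, limma with Benjamini-Hochberg adjustment), 0 genes had an adjusted p under 0.05, with 658 at an unadjusted P of at most 0.05, and the neuronal median was -0.24 (adjusted p = 0.0334, camera).

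Across the 6 germline fits that each left out 1 library, the lower genes ranged from 42 to 642, the higher genes from 115 to 617 and the genes with an adjusted p under 0.05 from 0 to 11, the highest without knockout replicate 3. Those 11 genes were Kif20a, Pdk1, P4ha1, Bnip3, P4ha2, Smtnl2, Slc16a3, Ier3, Slc2a3, Plod2 and Ero1l. What sets these counts apart between the libraries was not tested. Kif20a ranged from -2.66 to -2.44, and the medians from -0.20 to 0.078 for S phase, -0.051 to 0.055 for G2/M phase, -0.84 to 0.075 for neuronal, -0.14 to 0.16 for radial glial progenitor, -0.19 to 0.32 for intermediate progenitor, -1.64 to 1.53 for cranial mesenchyme, -0.97 to 0.25 for endothelium, -0.82 to 0.51 for erythroid, -0.54 to 0.29 for interferon response, -1.94 to 0.19 for microglia and -0.27 to 0.13 for ventral telencephalon genes, -0.054 to 0.019 for the neighbours of Kif20a and -0.049 to 0.13 for the proteins named in the study.

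Across the 5 inducible fits, of which 2 keep a single wild-type library and give values only, Kif20a ranged from -0.74 to -0.67 and Cdc23 from -0.037 to 0.013. The medians ranged from -0.040 to 0.10 for S phase, -0.060 to 0.027 for G2/M phase, -0.054 to 0.27 for neuronal, -0.10 to 0.019 for radial glial progenitor, -0.14 to 0.31 for cranial mesenchyme, -0.025 to 0.18 for diencephalon, -0.012 to 0.30 for endothelium, -0.17 to 0.091 for erythroid and -0.27 to 0.54 for ventral telencephalon genes and -0.024 to 0.026 for the neighbours of Kif20a. The lower genes ranged from 68 to 89 and the higher genes from 80 to 114 over 3 fits. Of the other single genes and lists, 9 changed their call with array weights (7 past the threshold, 2 no longer), 6 with robust eBayes and 5 with a pseudocount of 0.1 (all past it), 4 without a filter on low values (3 past it, 1 no longer), 2 with quantile normalization (past it) and 1 with the Y-linked covariate (no longer). Without 1 library each, 13 came past the threshold, 3 no longer did and 13 untested values moved by more than the spread between the libraries.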

Differences from the paper's values

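No tests were chosen to explain a difference after the result was seen, and an alternative chosen after seeing the values is named as such. The paper reports 47 up-regulated genes in the inducible knockouts, and 113 were found here at the same thresholds. None of the alternatives set before the data were examined closed the gap. The counts were 80 with a pseudocount of 10, 116 with a pseudocount of 0.1, 212 with no filter on low values, 74 with a mean of at least 20, 116 with median-ratio rescaling, 96 with quantile normalization, 141 with array weights, 102 with robust eBayes and 109 without the listed Y-linked and X-linked genes. They were 114, 80 and 114 without knockout replicates 1, 2 and 3. On the RPKM scale, with a pseudocount of 0.1 and a mean of at least 0.5, the count was 41. The design fixed beforehand had assumed this scale, but it was run as an alternative only after the values were seen. Of the paper's 47 genes, 41 passed the thresholds here. For the other counts, the paper reports 80 and 193 germline genes and 59 inducible down-regulated genes, against 93, 289 and 69 here. On the RPKM scale those counts were 82, 247 and 40.

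Of the germline list in Supplementary Fig. 10b, Ddit4 is shown as up-regulated, and here its P was 0.0803 in limma at a log2 fold change of 1.92. Rspo2 and Wnt8b are shown as down-regulated in the inducible knockouts, and here their P values were 0.0552 and 0.0509 in limma. Settings singled out after seeing the values did call them. Ddit4 passed the thresholds with array weights (an unadjusted P of 0.0498 in limma) and without knockout replicate 3 (an unadjusted P of 0.000397 in limma). Wnt8b passed with no filter on low values (an unadjusted P of 0.0493 in limma), and Rspo2 and Wnt8b passed without knockout replicate 1 (an unadjusted P of 0.0221 and 0.0163 in limma). The paper's DAVID analysis points to lower cell cycle genes and higher differentiation genes in the germline knockouts. Here the medians of the S phase and G2/M phase lists were -0.086 and -0.013 and that of the neuronal differentiation list was -0.24, and these lists are not the terms of that analysis.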

Other observations

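The tests on hypoxia and glycolysis, on germline knockout replicate 2, on the sex of the embryos, on Cdc23, on the remaining Kif20a signal and on the p53 target and interferon lists were chosen after the result was seen.

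Of the 10 ways to split the 6 germline libraries into groups of 3, 7 gave at least as many genes in 1 direction as the 93 lower genes of the real split, 3 gave as many as the 289 higher genes, and 3 gave at least 1 gene with an adjusted p under 0.05. The split of wild-type replicates 1 and 2 and knockout replicate 2 from the rest gave 1473 genes past the thresholds, and that of wild-type replicate 1 and knockout replicates 1 and 3 from the rest gave 469, against 382 for the real split. A median as far from 0 as the real one was found in 9 splits for S phase, in 8 for G2/M phase, in 7 for neuronal differentiation and in 7 for radial glial progenitor genes. It was found in 2 for hypoxia and glycolysis, in 1 for the diencephalon, in 7 for microglia and in 3 for motile cilia. Because 10 splits cannot give a share under 0.1, these results and random groupings cannot be told apart by this count.

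Of the other lists, the germline medians of the log2 fold change with adjusted p from camera were 1.22 for hypoxia and glycolysis (5.51e-26, 37 of 37 genes higher), 1.48 for diencephalon (0.000259, 13 of 14 higher), -1.22 for microglia (0.00739, 0 of 14 higher) and -0.41 for motile cilia (0.00272, 3 of 22 higher). In the diencephalon list, Irx2 was at or under the floor in every wild-type library, and it lies above the median at its lower bound of 10.5-fold as well. Without knockout replicate 1 the diencephalon median was 0.32, and without knockout replicate 2 the microglia median was 0.19. No germline list passed under fry. Supplementary Data 1 holds 18 of the 39 hypoxia and glycolysis genes, 6 of the 18 diencephalon and 1 of the 14 microglia genes. The calls of those lists are not wholly independent evidence. The adjusted p from camera was above 0.05 for intermediate progenitor (median 0.18), p53 target (0.071), interferon response (-0.21), ventral telencephalon (0.0066), cranial mesenchyme (-0.39), endothelium (-0.51) and erythroid genes (-0.28), for the neighbours of Kif20a (-0.016), the proteins named in the study (0.046) and the germline and inducible genes of Supplementary Fig. 10b (0.97 and 0.26).

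In the inducible knockouts the medians were 1.06 for interferon response (3.51e-16 from camera, 26 of 27 higher), -0.72 for motile cilia (5.42e-14, 0 of 23 higher), 0.47 for microglia (2.08e-09, 13 of 14 higher), 0.12 for p53 target genes (0.000176, 18 of 22 higher), 0.41 for lung epithelium (0.00769, 6 of 6 higher), 0.12 for endothelium (0.0478, 13 of 13 higher), -0.11 for hypoxia and glycolysis (0.000724, 8 of 36 higher) and -0.14 for the germline genes of Supplementary Fig. 10b (0.00293, 4 of 16 higher). Of these, microglia, p53 target and lung epithelium held under fry, with adjusted p of 0.0202, 0.0315 and 0.0276, although Supplementary Data 2 holds 4, 1 and 2 of their genes. Supplementary Data 2 also holds 15 of the 23 motile cilia and 13 of the 33 interferon genes. The calls of those lists are not wholly independent evidence either. Fry alone also passed intermediate progenitor genes (median -0.073, adjusted p = 0.0276 from fry) and the inducible genes of Supplementary Fig. 10b (-0.61, 0.00249), which were chosen on these libraries. Neither test passed cranial mesenchyme (0.065), diencephalon (0.11), erythroid (-0.049), ventral telencephalon (0.17), the neighbours of Kif20a (-0.016) or the proteins named in the study (-0.035). Without knockout replicate 1 the interferon median was 0.58, without knockout replicate 3 the motile cilia median was -0.43, and without wild-type replicate 1 the lung epithelium median was 0.65, the p53 target median 0.075 and the endothelium median 0.30. Over the 5 fits that each left out 1 library, the hypoxia and glycolysis median ranged from -0.21 to -0.00049. The same range was -0.31 to 0.024 for the germline genes of Supplementary Fig. 10b and -0.084 to -0.018 for intermediate progenitor genes. Of the lung epithelium genes 6 passed the filter in the inducible comparison, too few in the germline comparison for a test (3). The Y-linked and X-linked lists had 4 tested genes each and were not tested. The added midbrain and hindbrain list had a median of 0.22 in the germline and -0.45 in the inducible knockouts, and the hypothalamus list -0.055 and 0.44.

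Hypoxia and glycolysis genes were above every wild-type library for 37 of 37 tested genes in germline knockout replicate 1, for 36 in replicate 2 and for 15 in replicate 3. Chance gives 25% for genes not chosen on these libraries, and 18 of the 39 listed genes are in Supplementary Data 1. The loss of Kif20a was alike in all 3 libraries, whereas the median of the list against the wild-type mean was 0.12 in replicate 3 and 1.54 or more in the other 2, so loss of Kif20a that raises these genes alike in every knockout library was argued against. Scaling between the libraries was argued against by medians of at least 1.19 under the rescalings. Depth of the libraries as the only cause was argued against for this list. Relative depth was 0.996 in knockout replicate 3, between 0.847 in replicate 1 and 1.13 in replicate 2, whose list medians were far higher. Over relative depths of 0.668 to 1.37, the wild-type list medians stayed between -0.0015 and 0.033. Of the 3 knockout libraries 0 lay outside the wild-type range of relative depth, but all 3 did without wild-type replicate 2. The depths are rough estimates, so a part played by depth is not excluded. What also stays open is a response to low oxygen that differed between embryos, during development or between collection and lysis. The design has no measure of either, and no biological explanation was tested beyond the genotype.

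In germline knockout replicate 2, 57 of the 61 tested genes of the microglia, endothelium, erythroid and cranial mesenchyme lists, or 93.4%, were below every other library, where chance gives 16.7%, and the lowest share among the lists was 84.6%. All 61 listed genes passed the filter, so the other libraries express them, 1 is on another list and Supplementary Data 1 holds 1, 2, 0 and 3 of the 4 lists. These values are consistent with vessels, blood and meninges being left out of that tissue piece, a hypothesis found and tested on the same data. The same library had the neuronal genes high and the S phase genes low (-0.40 against the wild-type mean). Whether the tissue piece or the genotype sets those was not tested. The germline medians of the microglia, endothelium, erythroid and cranial mesenchyme lists changed sign without this library, to 0.19, 0.25, 0.51 and 1.53.

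Y-linked genes were near 0 in germline wild-type replicate 2 and knockout replicates 1 and 2. Kdm5d had 485 normalized counts in wild-type replicate 1, 1442 in wild-type replicate 3 and 398 in knockout replicate 3. Embryos of both sexes in 1 library would put X-linked genes between the levels of the other sexes as well. Of the 4 listed X-linked genes, 2 had wild-type replicate 1 between replicates 2 and 3, so a mixed library and a single male embryo with lower levels cannot be told apart.

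Cdc23 fell by 755 normalized counts in the germline knockouts. If the reads of Kif20a's last exons are counted for Cdc23 as well, and the loss is spread over all exons, 723 are predicted from the 35.3% of Kif20a exon bases that overlap Cdc23. The paper places the remaining Kif20a signal of these knockouts in exons 1 to 4. With the loss in the 2942 bases of the later exons only, 42.8% overlap and 877 are predicted. The observed loss was 104% of the first and 86.2% of the second prediction, so how near it lies depends on that assumption. That hypothesis had a value which might have come out otherwise, and it would make the decrease of Cdc23 a matter of counting. Under it, reads of Cdc23 in the shared bases would count for Kif20a too and raise its remaining level, which was not estimated. The overlap was taken from GENCODE M1 exons, whereas the authors counted on RefSeq exons. A change of Cdc23 itself was not tested apart from it.

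Kif20a kept between 59.4% and 65.1% of the wild-type level in the inducible knockouts. The exons outside the loxP sites hold 56.5% of the exon bases, so reads on these exons of deleted alleles may account for most of the remaining signal, a hypothesis from the same data. Incomplete deletion as the only source, with no reads from deleted alleles, predicts a log2 fold change of -0.19 for Cdc23 through the shared reads, whereas -0.015 was observed, 3.43 standard errors away. Incomplete deletion together with reads of deleted alleles stays open, and varied Cre levels, which the paper proposes, were not measured.

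The p53 target genes had medians of 0.11, 0.12 and 0.11 against the wild-type mean in inducible knockout replicates 1 to 3, with Ccng1 at 0.54 and Eda2r at 1.13 on the log2 scale (adjusted p = 0.0605 for both, limma with Benjamini-Hochberg adjustment). Scaling between the libraries was argued against by a median of at least 0.12 under the rescalings. If Esr1 marks the recombinase, which was not examined in the reads, the recombinase is present in the knockout libraries only. Of the 2 wild-type libraries, 0 had Esr1 above the floor. In that case a response to Cre activity and one to the loss of Kif20a cannot be told apart within this comparison. Sex coincides with genotype here too, and Eda2r is X-linked. The germline knockouts lose more Kif20a and carry no Cre, and there Eda2r was at 0.025 (standard error 0.23) and Ccng1 at 0.12 (standard error 0.18), with overlapping groups, and the list median was 0.071. By library the germline list medians were 0.32, 0.15 and 0.040 in knockout replicates 1 to 3, each above every wild-type library (at most 0.029), though wild-type libraries lie nearer to their own mean by construction. The germline median was 0.031 without knockout replicate 1 and 0.21 without knockout replicate 2, and the adjusted p from camera was above 0.05 with each library left out. A small rise in the germline knockouts is therefore not excluded. The difference between the comparisons was not tested, and these 2 genes were chosen after their values were seen. Interferon response genes had medians of 1.83, 0.81 and 0.54 in the 3 knockout libraries, and scaling was argued against by a median of at least 1.03. In that list Ifit1 was at or under the floor in the wild-type libraries, and its lower bound of 5.18-fold lies above the median too. Whether genotype, Cre or litter sets the interferon rise was not tested, and Supplementary Data 2 holds 13 of the 33 listed genes.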
